# Repression of the expression of proinflammatory genes by mitochondrial transcription factor A is linked to its alternative splicing regulation in human lung epithelial cells

**DOI:** 10.1186/s12865-021-00464-2

**Published:** 2021-12-07

**Authors:** Jinsong Luo, Hong Liu, Daniel K. Jun Li, Bin Song, Yi Zhang

**Keywords:** TFAM, A549, Viral response pathway gene expression, Transcription factors, Alternative splicing

## Abstract

**Background:**

Mitochondrial transcription factor A (TFAM) is associated with a number of neurodegenerative diseases and also with asthma. TFAM deficiency-induced mitochondrial DNA stress primes the antiviral innate immune response in mouse embryonic fibroblasts. However, the role of TFAM in asthma related inflammation remains obscure. The purpose of this study was to investigate the regulatory mechanism of TFAM in asthma.

**Results:**

In this study, we overexpressed TFAM in human lung epithelial cells (A549), then obtained the TFAM-regulated transcriptome by Illumina sequencing technology. Transcriptome analysis revealed that TFAM overexpression down-regulated and up-regulated the expression of 642 and 169 differentially expressed genes (DEGs), respectively. The TFAM-repressed genes were strongly enriched in cytokine-mediated signaling pathway, type I interferon- and INF-γ-mediated signaling pathways, and viral response pathways. We also revealed that 2563 alternative splicing events in 1796 alternative splicing genes (ASGs) were de-regulated upon TFAM overexpression. These TFAM-responding ASGs were enriched in DNA repair, nerve growth factor receptor signaling pathway, and also transcription regulation. Further analysis revealed that the promoters of TFAM-repressed DEGs were enriched by DNA binding motifs of transcription factors whose alternative splicing was regulated by TFAM.

**Conclusions:**

These findings suggest that TFAM regulates not only immune response gene expression in human lung epithelial cells, but also pre-mRNA alternative splicing which may mediate transcriptional regulation; this TFAM-centered gene regulation network could be targeted in developing therapies against various diseases.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12865-021-00464-2.

## Background

Mitochondria are critical in maintaining cellular homeostasis by housing the oxidative phosphorylation machinery for aerobic adenosine triphosphate (ATP) production and several metabolic pathways. In fact, mitochondria are responsible for 90% of cellular energy generation and therefore are heavily involved in sensing and responding the stressful conditions such as inflammation by cells and bodies [1]. In fact, mitochondrial DNA are emerging as a powerful proinflammatory ligand that can be released into cytosol or extracellular environment to stimulate various pattern-recognition receptors (PRR), such as cGAS, TLR9 and NLRP3 inflammasome, in the innate immune system [2–4]. Additionally, both cytosolic and extracellular mitochondrial DNA (mtDNA) engage PRRs and trigger type I interferon (IFN) and interferon-stimulated gene (ISG) expression [5]. The regulations can be looped to a more elaborate network. For example, it has been recently reported that TLRs trigger IRF1-dependent transcription of CMPK2, a rate-limiting enzyme supplying deoxyribonucleotides for mtDNA synthesis. After exposure to NLRP3 activators, CMPK2-dependent mtDNA synthesis is required for producing cytosolic oxidized mtDNA fragments that associates with the NLRP3 inflammasome complex for the activation of NLRP3 inflammasome in macrophage [6].

Mitochondrial defects cause many diseases [7, 8]. Transcription factor A, mitochondrial (TFAM) is nuclear-encoded and a member of the high mobility group (HMG) proteins. It binds to mtDNA and regulates mtDNA replication and transcription, coordinating mitochondrial DNA assembly, regulating mtDNA copy number and mitochondrial functions [9–11]. Previous studies show that TFAM is associated with inflammatory diseases, such as neurodegenerative diseases [12–15] and asthma [16, 17]. Anti-inflammatory drug therapy has been considered as the first-line treatment in managing all grades of asthma severity [18].

In addition to inflammation, asthma is also characterized by bronchial hyperresponsiveness and remodeling [18]. The increased bronchial smooth muscle (BSM) mass is a feature of bronchial remodeling, which correlates with the decreased lung function [19, 20]. BSM cells in asthmatic patients showed an increased proliferation, correlating with an increased mitochondrial biogenesis and mitochondrial mass which are associated with an increased expression of peroxisome proliferator activated receptor g coactivator 1a (PGC-1a) and TFAM [20–22]. The involvement of calcium channel in the increased BSM mass in asthmatic patients has been affirmed [22, 23]. With the addition of a calcium channel blocker, the effects of the anti-inflammatory treatments in reducing the BSM thickness were significantly enhanced [23]. Nevertheless, the role of TFAM in asthma related inflammation remains obscure.

The mechanisms of TFAM in inflammation are emerging. Similar as its structural homology HMGB1, TFAM can act as a damage-associated molecular pattern molecule (DAMP), an endogenous intracellular protein released from damaged or dying cells, inducing pro-inflammatory and cytotoxic responses of microglia in vitro and regulating the expression of multiple mediators [24–27]. Nevertheless, TFAM more likely regulates inflammation via its function in regulating mtDNA packing and hemostasis. For example, Tfam deficiency in mice induces mtDNA stress, which primes the cytosolic antiviral innate immune response both in MEF (mouse embryonic fibroblasts) and bone marrow derived macrophages (BMDM). The cytosolic mtDNA engages cGAS and promotes STING-IRF3-depedent signaling to increase the expression of ISG [16]. In addition to its DNA binding activity, three independent RNA interactome studies based on cross-linking, oligo (dT) capture and MS analysis of the proteins associated with poly(A)-containing RNAs have revealed that TFAM is associated with RNA as well [28–30], it is unclear yet whether TFAM regulates any of the mRNA biogenesis and/or metabolic processes.

To explore the potential regulatory mechanisms of TFAM in asthma, we conducted the RNA-seq based on TFAM overexpression and control in vitro. As human lung epithelial cells are the first barrier in airways and are involved in many important functions in vivo, we employed A549 cells in this research, which have been widely used in asthma studies [31–35]. A549 cells have also been reported to have important roles in inflammation [36, 37]. Thus, we overexpressed TFAM in A549 cells to get the transcriptional profiles to research the mechanism in asthma in vitro. Transcriptome analysis showed that 642 and 169 genes were down-regulated and up-regulated, respectively, by the TFAM overexpression. The TFAM-repressed genes were highly enriched in cytokine-mediated signaling, interferon signaling pathways, immune and viral responses. We demonstrated that TFAM regulates thousands of alternative splicing events (ASEs), with the genes containing TFAM-regulated ASEs being enriched in transcription regulation. Further analysis showed that the promoters of TFAM-repressed genes were enriched in DNA binding motifs of transcription factors whose alternative splicing regulated by TFAM.

## Material and methods

### Plasmid construction, cell culture and transfection

The human TFAM gene was cloned by reverse transcription from total RNAs extracted from multiple cancer and non-cancer cell lines, followed by Polymerase Chain Reaction (PCR) amplification. The DNA fragment corresponding to a complete complementary DNA (cDNA) length was purified from a gel (MinElute PCR Purification Kit, Qiagen, 28004), and then cloned into the pIRES-hrGFP-1a vector (240031, Agilent Technologies) using the hot fusion method were designed with CE Design V1.04 (Vazyme Biotech Co., Ltd). Each of the primer comprises a fragment of gene specific sequence and a 17–30 bp sequence of the pIRES-hrGFP-1a vector (ABLife, Wuhan) [38, 39]. Please be noted that this vector also harbored a FLAG tag, which was fused to the 3’ end of TFAM. The primers used for cDNA cloning were as follow,

TFAM F Primer: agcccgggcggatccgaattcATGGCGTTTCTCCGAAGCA.

TFAM R Primer: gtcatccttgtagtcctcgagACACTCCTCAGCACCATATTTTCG.

The pIRES-hrGFP-1a vector was digested by EcoRI (NEB, 3101S) and XhoI (NEB R0146V) at 37 ℃ for 2 h ~ 3 h. Then enzyme-digested vector was run on 1.0% agarose gel and purified by Qiagen column kit (MinElute PCR Purification Kit, Qiagen, 28004). Then the insert fragment was synthesized by PCR amplification and PCR insert were added to a PCR microtube for ligation (T4 DNA ligase, NEB, M0202V) with ClonExpress® II One Step Cloning Kit (Vazyme, C112). Plasmids were introduced into Escherichia coli strain by chemical transformation. Cells were plated onto LB agar plates containing 1µL/ml ampicillin (sigma, 7177-48-2), and incubated overnight at 37 ℃. Colonies were screened by colony PCR (28 cycles) with universal primers (located on the backbone vector). The insert sequence was verified by Sanger sequencing.

Human lung epithelial cancer cell line A549 cells were obtained from CCTCC (China Center for Type Culture Collection, Wuhan, Hubei, China) with the catalog number GDC0063 in 2017. The cell line has been authenticated with STR analysis by Cell Bank, Type Culture Collection, Chinese Academy of Sciences (CBTCCCAS), and tested for the free of mycoplasma contamination. STR analysis was performed as previously described [40].

A549 cells were cultured in 24-well plates with 5% CO_2_ at 37 ℃ in Ham's F-12K (Kaighn's) medium containing 10% FBS (fetal bovine serum), 100 U/mL penicillin and 100 µg/mL streptomycin. Cells were cultured to a confluence of 50–60% and transfected by pIRES-hrGFP-1a vector containing the TFAM gene (TFAM-OE) or the empty vector (control) performed using Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA, 11668019) according to the manufacturer's protocol. Transfected cells were harvested by washing twice with 1 × PBS buffer, followed by collection using Trizol for total RNA preparation and using washing buffer containing 1% SDS and 2% PMSF for total protein extraction, when the culture was reached a confluence of 80–90% after 48 h post-transfection.

### Western blotting analysis

Total proteins were prepared from the collected cells after 5 min boiling in the loading buffer containing β-mercaptoethanol and SDS, followed by separation on a 12% SDS-PAGE gel and transferred onto 0.45 mm PVDF membranes. The PVDF membranes were then blocked and incubated overnight with primary antibody against FLAG tag (anti-FLAG, antibody produced in rabbit, sigma, F7425), followed by an incubation with horseradish peroxidase-conjugated secondary antibody, as previously described [39]. Then, membranes were visualized through chemiluminescence.

### RNA extraction, library construction and sequencing

The total RNA of A549 cells was extracted by TRIZOL (Ambion), and 1 µg of the total RNA was used for RNA-seq library preparation and a subsequent sequencing on Illumina HiSeq X Ten system (150 nt paired-end) [39].

### RNA-Seq raw data clean and alignment

Raw reads containing more than 2-N bases were first discarded. Then adaptors and low-quality bases were trimmed from raw sequencing reads using FASTX-Toolkit (Version 0.0.13). The short reads less than 16nt were also dropped. After that, clean reads were aligned to the GRch38 genome by tophat2 [41] allowing 4 mismatches. Uniquely mapped reads were used for gene reads number counting and FPKM calculation (fragments per kilobase of transcript per million fragments mapped) [42].

### Differentially expressed genes (DEG) analysis

The R Bioconductor package edgeR [43] was utilized to screen out the differentially expressed genes (DEGs). A false discovery rate < 0.05 and fold change > 2 or < 0.5 were set as the cut-off criteria for identifying DEGs.

### Alternative splicing analysis

The alternative splicing events (ASEs) and regulated alternative splicing events (RASEs) between the samples were defined and quantified by using the ABLas pipeline as described previously [44]. In brief, ABLas detection of ten types of ASEs was based on the splice junction reads, including exon skipping (ES), alternative 5' splice site (A5SS), alternative 3' splice site (A3SS), intron retention (IR), mutually exclusive exons (MXE), mutually exclusive 5'UTRs (5pMXE), mutually exclusive 3'UTRs (3pMXE), cassette exon, A3SS&ES and A5SS&ES. To assess Retinol-Binding Protein (RBP) regulated ASE, Student’s t-test was performed to evaluate the significance of the ratio alteration of AS events. Those events which were significant at *P*-value cutoff corresponding to a false discovery rate cutoff of 5% were considered RBP regulated ASEs.

### Reverse-transcription quantitative polymerase chain reaction (RT-qPCR)

The information of primers for validation of DEGs and RASEs is presented in Additional file 2: Table S1. To detect alternative isoforms, we used a boundary-spanning primer for the sequence encompassing the junction of constitutive exon and alternative exon as well as an opposing primer in a constitutive exon. The boundary-spanning primer of alternative exon was designed according to “model exon” to detect model splicing or “altered exon” to detect altered splicing. The same total RNA used for RNA-seq cDNA library preparation was used for qRT-PCR analysis. RNA was reverse transcribed into cDNA using an M-MLV Reverse Transcriptase (Vazyme). Real-time PCR was performed with the StepOne RealTime PCR System using the SYBR Green PCR Reagents Kit (Yeasen) as previously described [39]. For the purpose of DEG validation, the RNA expression levels of the tested genes were normalized against that of GAPDH.

### Functional enrichment analysis

To sort out functional categories of DEGs, Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were identified using KOBAS 2.0 serve [45]. Hypergeometric test and Benjamini Hochberg FDR controlling procedure were used to define the enrichment of each term.

### Prediction of the transcription factor binding sites in TFAM-repressed genes

HOMER [46] was used to identify the over-representative motifs (*P*-value, 0.01) in the promoter regions of TFAM repressed genes. The over-representative motifs and TFAM-regulated transcription factors (TFs) were paired by TFBSTools (http://www.bioconductor.org/packages/release/bioc/html/TFBSTools.html) that applied transcription factor database JASPAR2020 (http://jaspar.genereg.net/).

### Pearson’s correlation analysis

Pearson’s correlation (correlation efficient, 0.95; *P*-value, 0.005) was performed between the alternative splicing ratios of TFAM-regulated TFs and the expression levels of TFAM-repressed genes containing the TF binding motifs, to delineate their relationships. Cytoscape (v3.5.1) was used to depict the correlation network.

## Results

### TFAM overexpression preferentially down-regulates gene expression in A549 cells

We overexpressed human TFAM gene in human lung epithelial cancer cell line A549 to study TFAM-regulated transcriptome. A549 cells were transfected by TFAM overexpressing plasmid (TFAM-OE) and empty vector (control). The results we gained from the experiment have to be tested in order to prove their reliability. The success of TFAM overexpression was validated by western blot analysis using antibody against the FLAG tag (Fig. 1a). A total of six cDNA libraries were constructed and sequenced for the control and TFAM-OE in A549 cells, with three biological replicates for each group (Ctrl_1st, Ctrl_2nd, Ctrl_3rd, TFAM_1st, TFAM_2nd, TFAM_3rd). 

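A549 cells, an established line of human lung epithelial cancer cells, were transfected with a plasmid carrying FLAG-tagged TFAM or with the empty plasmid, and the RNA of 3 cultures per group was sequenced. The authors trimmed the reads, aligned them to GRCh38 with TopHat2, counted the uniquely mapped reads on each gene and calculated FPKM values, and deposited both for every library without pooling replicates. The counting program, the gene annotation and the use of strand are not given in the sources used here, so genes that overlap each other could share reads. The deposited counts summed to 32430766, 26650854 and 37321956 reads in control replicates 1, 2 and 3, and to 33579510, 36958682 and 28735164 reads in TFAM-OE replicates 1, 2 and 3. These totals were between 43.3% and 43.6% of the uniquely mapped reads listed in Table S2 of the paper. If each count stands for a read pair, taken as 2 listed reads, the share was between 86.6% and 87.2%. Whether the counts are of reads or of pairs is not stated, and they are called reads here. All genes with at least 1 read in a library were tested for a difference between the groups with edgeR's quasi-likelihood test after TMM scaling, with Benjamini-Hochberg adjustment of the p-values. A gene was called when its adjusted p was below 0.05 and its fold change at least 2 or at most 0.5, the thresholds that the paper states. The choice of genes tested moved the p-values, because with all genes the spread was fitted as common to genes of like abundance, whereas with the 16555 genes kept by edgeR's filterByExpr it was fitted gene by gene. For the genes with the smallest p-values, the adjusted p-values from the smaller set were therefore far larger, and both are given for several of the genes named below. The standard errors given below come from the fit on all genes and share this limit. For DDIT3, IFI27 and CCL5 they were 0.15, 0.13 and 0.14, against 0.32, 0.33 and 0.25 after filterByExpr. For other genes, such as TLR3, they were larger on all genes, at 0.21 against 0.18. In simulated counts for 28283 genes, 200 were changed. The test on all genes recovered 97% of the changed genes, and 9.77% of its calls were false. After filterByExpr it recovered 94%, and 2.59% were false. The changed genes were all above a minimum abundance and changed by more than the fold threshold. Recovery was thus not measured for genes with few reads or for changes near the threshold, and the shares may not carry over to them. With 3 libraries against 3, an exact permutation test cannot give a two-sided p below 0.1.
The TFAM gene (ENSG00000108064.10) lies on the plus strand of chromosome 10 of GRCh38 from 58385345 to 58399220. Its counts were 2555, 1878 and 2663 reads in the control libraries and 2291, 2808 and 2492 reads in the libraries labelled TFAM-OE. As TMM-scaled CPM values, these were 72.8 ± 2.96 CPM (SD, n = 3) in the control and 77.5 ± 5.48 CPM (SD, n = 3) in the libraries labelled TFAM-OE, and the groups overlapped. The log2 fold change of TFAM was 0.090 (standard error 0.12, adjusted p = 0.701 from edgeR's quasi-likelihood test), which is a fold change of 1.06 with a 95% interval from 0.900 to 1.26. With each library left out in turn, the log2 fold change of TFAM lay between 0.04 and 0.14. The paper detects the FLAG tag of the transfected TFAM by western blot in Fig. 1a, whereas the mRNA counted on the gene did not differ between the groups, so the groups are written below as the control libraries and the libraries labelled TFAM-OE.

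**Figure D1:**
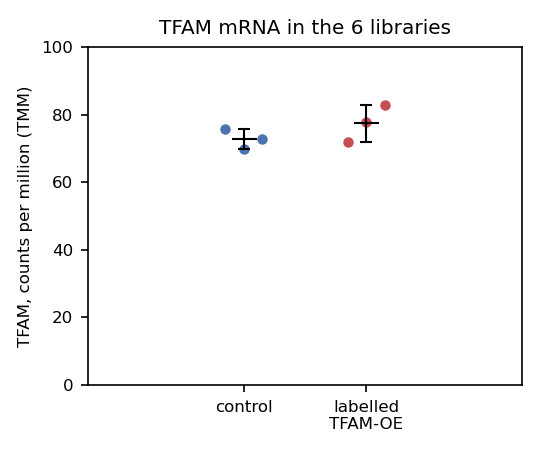
TMM-scaled CPM of TFAM in the 3 control libraries and the 3 libraries labelled TFAM-OE. Each dot is a library, and the horizontal marks and error bars are the mean and SD. The means are 72.8 and 77.5 CPM and the groups overlap.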

The raw reads from RNA-seq were cleaned, and the cleaned reads were then mapped to the human genome. The amount of the cleaned reads that were mapped to the human genome was averagely 81 million per sample and the amount of uniquely mapped reads averagely 75 million (Additional file 3: Table S2).

**Fig. 1:**
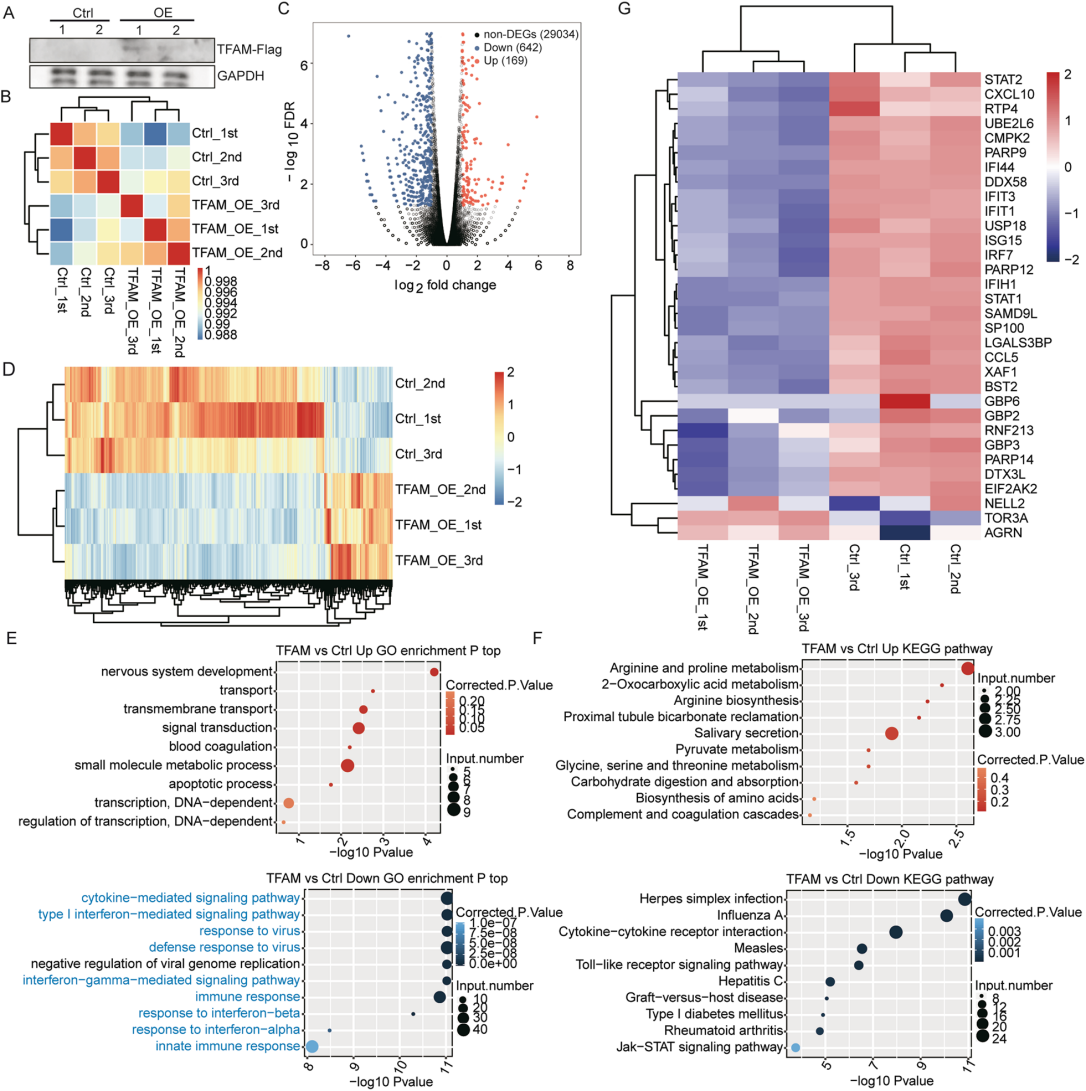
TFAM selectively represses gene expression in human lung epithelial A549 cells. **a** Enforced expression of TFAM in A549 cells detected by western blot experiment, gels and blots were cropped. **b** Heat map display of the hierarchically clustered Pearson’s correlation matrix resulting from comparing the expression level of each gene in the control and TFAM-overexpression transcriptomes. **c** Volcano plot shows the expression change of genes between the control and TFAM-overexpression transcriptomes, leading to the identified DEGs. Upregulated genes (FC ≥ 2; FDR < 0.05) are labeled in red and downregulated genes (FC ≤  − 2; FDR < 0.05) are labeled in blue. **d** Hierarchical clustering of the expression levels of all the identified DEGs in control and TFAM-overexpression samples. FPKM values are log2-transformed and then median-centered by each gene. **e** The top 10 GO biological processes of TFAM-up and down-regulated genes. **f** The top 10 KEGG pathways of TFAM-up and down-regulated genes. **g** Hierarchical clustering of the expression levels ISGs in the control and TFAM-overexpression A549 cells; these ISGs were negatively regulated in the Tfam-deficiency mouse murine embryonic fibroblast (MEF) cells [47]

The uniquely mapped reads were used for the following analysis. The fragments per kilobase of transcript per million fragments mapped (FPKM) was used to present the level of gene expression. We obtained 24, 593 expressed genes when FPKM was set higher than 0 and 12,158 genes when FPKM >1 in at least one sample (Additional file 4: Table S3). 

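In the deposited FPKM values, 29656 genes had a value above 0 and 12778 genes a value above 1 in at least 1 of the 6 libraries. A single library had between 22751 and 24592 genes above 0 and between 11419 and 12129 genes above 1, with control replicate 1 the highest on both. Of the genes above 0, 16936 (57.1%) are listed by the authors as protein coding, and of the genes above 1, 10980 (85.9%). When a gene had to pass in every library, 19294 genes remained above 0 and 10927 above 1. A minimum of 10 reads in at least 1 library left 17960 genes.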

On the base of the results of FPKM, a correlation of matrix was built up (Fig 1b). 

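Pearson's correlation of linear FPKM over 29656 genes was computed for each of the 15 pairs of libraries. The lowest value was 0.953, between control replicate 2 and TFAM-OE replicate 3, and the highest was 0.998, between control replicates 2 and 3. These correlations are across genes, which are not independent replicates. On the scale of log2(FPKM + 0.1), on which a few abundant genes weigh less, the 15 values lay between 0.980 and 0.990. Without the 10 genes of highest mean FPKM, they lay between 0.950 and 0.997 on the linear scale.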

The correlation matrix showed a high similarity among all six transcriptome datasets, indicating the confidence of the experiments. Nevertheless, the three biological replicates in the same group of samples showed a high correlation than between two different groups (Fig 1b), indicating that increased expression of TFAM imposed a consistent transcription difference.

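The mean Pearson's correlation was 0.995 over the 6 pairs of libraries within a group and 0.973 over the 9 pairs between the groups, a difference of 0.0216. All 6 values within groups, from 0.990 to 0.998, were above every value between groups, the highest of which was 0.987. Of the 10 splits of the libraries into 3 and 3, the real one gave the largest difference (exact permutation test, one-sided p = 0.1, the smallest that 3 libraries against 3 allow). The scale mattered to the size of the gap. On log2(FPKM + 0.1) the difference was 0.00393, and 3 of the 6 values within groups were above every value between groups. The real split still gave the largest difference on that scale.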

To explore the gene expression differences between TFAM-OE and control, a volcano map was drawn on the base of edgeR. The volcano map showed the up-regulated genes and down-regulated genes. 

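Of all genes tested, 528 were called lower and 129 higher in the libraries labelled TFAM-OE, 657 in all. The adjusted p threshold alone was passed by 2519 genes. Of the 657 called genes, 600 had every library of one group above every library of the other. Over the 16555 genes kept by filterByExpr, 5232 genes (31.6%) showed such a separation, against 10% given by chance for 3 libraries against 3. The calls included 526 of the genes that Table S4 of the paper lists as down-regulated and all 129 called higher were among those listed as up-regulated, with 116 and 40 genes of Table S4 not called. Among the other tools, scalings, filters and left-out libraries, the counts moved most with limma-trend on log2(FPKM + 1), which called 91 genes lower and 9 higher. After filterByExpr, the quasi-likelihood test called 340 lower and 74 higher.
Among genes with no overlap between the groups and a mean of at least 50 reads in the higher group, the 5 called lower with the smallest p-values were IFI27, OAS2, OASL, CCL5 and ISG15. IFI27 (chromosome 14, 94104836 to 94116695, plus strand) fell from 368 ± 103 CPM (SD, n = 3) in the control to 23.2 ± 10.6 CPM (SD, n = 3), a log2 fold change of -3.99 (standard error 0.13, adjusted p = 5.6e-190 by edgeR's quasi-likelihood test on all genes and 1.1e-04 after filterByExpr). The log2 fold changes were -3.44 for OAS2, -3.11 for OASL and -2.72 for ISG15. The 5 called higher were FP671120.4, MFSD3, RAB26, SLC37A4 and HMG20B. MFSD3 (chromosome 8, 144509070 to 144511213, plus strand) rose from 18.3 ± 5.14 CPM (SD, n = 3) to 54.0 ± 2.04 CPM (SD, n = 3), a log2 fold change of 1.56 (standard error 0.14, adjusted p = 4.4e-27 by edgeR on all genes and 0.0011 after filterByExpr). RAB26, SLC37A4 and HMG20B had log2 fold changes of 2.02, 1.56 and 1.27. FP671120.4, a microRNA gene, had 6, 1 and 16 reads in the control and 125, 214 and 24 reads in the libraries labelled TFAM-OE, a log2 fold change of 3.92, and its adjusted p in edgeR's test rose to 0.350 when TFAM-OE replicate 1 was left out.

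**Figure D2:**
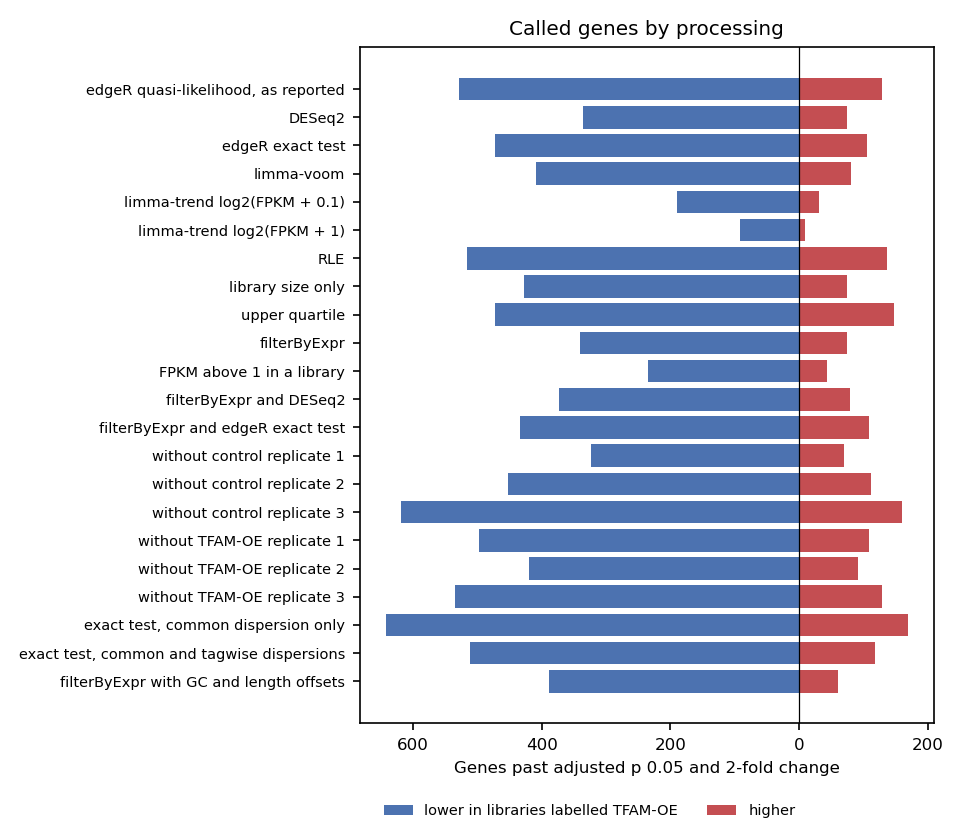
Number of genes past an adjusted p of 0.05 and a 2-fold change under the reported processing and under other tools, scalings, filters and left-out libraries. Bars to the left are genes lower and bars to the right genes higher in the libraries labelled TFAM-OE. They show 528 lower and 129 higher as reported, with the fewest, 91 and 9, for limma-trend on log2(FPKM + 1) and the most, 642 and 169, for the exact test with a common dispersion only, which was chosen after seeing the data.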

A standard of fold change (FC) ≥ 2 or ≤ 0.5 and a 5% false discovery rate (FDR) was used to separate the significantly regulated genes from the other genes, resulting in 169 significantly up-regulated genes and 642 down-regulated genes (Fig. 1c). The details of the DEGswere presented in Additional file 5: Table S4. Moreover, heatmap plot of the FPKM values of all DEGs showed a clear separation between the TFAM-OE and control group, and a high consistency among three replicates of the same groups (Fig. 1d). 

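Average-linkage clustering of the libraries on log2(FPKM + 0.1), with 1 minus Pearson's correlation as the distance, placed the 3 control libraries on one branch and the 3 libraries labelled TFAM-OE on the other. This held on the 811 genes of Table S4, which the paper selected for a difference between the same libraries, and also on the 12778 genes with FPKM above 1 in a library, which were not. On the called genes of Table S4 the branches joined at a distance of 0.120 and the next join was at 0.0481, whereas on all 12778 genes these distances were 0.0263 and 0.0182. In a principal component analysis, the component that separated the groups carried 55.1% of the variance. The second component carried 26.5% and set TFAM-OE replicates 1 and 3 apart, at -22.8 and 31.9, with the control libraries between -10.3 and 2.51.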

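Of the 657 genes called in the quasi-likelihood test, 80.4% were lower in the libraries labelled TFAM-OE. This share was 76.1% with upper-quartile scaling and 85.3% with scaling by library size alone, and 91.0% of the 100 genes called by limma-trend on log2(FPKM + 1). Control replicate 1 had the highest value of the control libraries in 327 of the 528 genes called lower. Without it, 324 genes were called lower and 70 higher, and the share of lower calls was 82.2%. The number of genes past the adjusted p threshold alone was less uneven, at 1485 lower and 1034 higher. Of the 5232 genes kept by filterByExpr in which the groups did not overlap, 2602 were lower and 2630 higher. TMM scaling sets the middle of the log2 fold changes near 0, with a median of -0.003 over the genes kept by filterByExpr. An even split is thus largely set by the scaling, and it cannot show whether lower genes were in excess. That median was -0.030 with scaling by library size alone and 0.038 with upper-quartile scaling, for which the split was not counted. From its results up to this point, the paper concludes that TFAM has the greater capacity for down-regulation.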

All the results above supported a conclusion that TFAM shows a significantly higher capacity of down-regulating than up-regulating gene expression.

### TFAM-repressed genes are enriched in cytokine-mediated signaling, interferon response and signaling, viral and immune responses

To explore the potential biological functions of the TFAM-regulated genes, GO and KEGG were used to analyze the DEGs. There were 385 down-regulated and 102 up-regulated DEGs being annotated by GO, and 459 down-regulated and 120 up-regulated DEGs annotated by KEGG (Additional file 6: Table S5). 

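Under nervous system development, Table S5 of the paper lists 6 up-regulated genes, PCDHA2, DPYSL5, STMN3, NRGN, CSPG5 and NRTN, with the paper's corrected p of 5.9e-04. The paper chose these genes from the same libraries, so their direction is not independent evidence. All 6 were higher in each library labelled TFAM-OE than in every control library, and 5 were called. STMN3 (chromosome 20, 63639705 to 63657682, minus strand) rose from 19.7 ± 3.49 CPM (SD, n = 3) to 41.2 ± 1.60 CPM (SD, n = 3), a log2 fold change of 1.06 (standard error 0.14, adjusted p = 5.1e-12 by edgeR's quasi-likelihood test on all genes and 0.0023 after filterByExpr). The log2 fold changes of DPYSL5, NRGN and CSPG5 were 1.06, 1.12 and 1.16. NRTN, at 0.446 ± 0.114 CPM against 0.959 ± 0.505 CPM (SD, n = 3 each), had a log2 fold change of 1.08 with an adjusted p of 0.027 by edgeR on all genes and 0.134 after filterByExpr, and without TFAM-OE replicate 1 its log2 fold change was 0.57 with an adjusted p of 0.562. PCDHA2, at 0.0289 ± 0.0297 CPM against 0.197 ± 0.0859 CPM (SD, n = 3 each), was not called (adjusted p = 0.091 by edgeR on all genes).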

The GO biological process mostly enriched by the up-regulated genes was nervous development, which might be related to TFAM function in neurological diseases (Fig. 1e, upper panel, Additional file 5: Table S4). 

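The KEGG terms of the up-regulated genes in Table S5 rest on few genes. Arginine and proline metabolism is listed with 3 genes, and 2-oxocarboxylic acid metabolism, arginine biosynthesis and pyruvate metabolism with 2 genes each. All genes of these 4 terms were called higher in the libraries labelled TFAM-OE. The median log2 fold change was 1.19 for arginine biosynthesis and 1.42 for pyruvate metabolism. The lowest of the paper's corrected p-values among the KEGG terms of the up-regulated genes was 0.126.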

The KEGG pathways enriched by TFAM-upregulated genes were mostly related to metabolisms (Fig. 1f, upper panel, Additional file 5: Table S4).

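The genes that Table S5 lists under the enriched processes of the down-regulated genes were chosen by the paper from the same libraries, so their direction is not independent evidence. Of 43 genes under cytokine-mediated signaling pathway, 42 were called lower, with a median log2 fold change of -1.98. All 30 genes under type I interferon-mediated signaling pathway were called lower (median -2.32), as were all 27 under response to virus (median -2.55), all 16 under interferon-gamma-mediated signaling pathway (median -1.71), and all 6 under response to interferon-beta and all 6 under response to interferon-alpha. The called genes were 40 of 41 under defense response to virus, 31 of 35 under immune response and 37 of 39 under innate immune response.
A list of 58 interferon-stimulated genes was written from general knowledge before the counts were examined. The paper's values in Table S4, which come from the same libraries, had already been seen. That table lists 51 of the 58 genes as down-regulated, so the list is not an independent test. All 58 had a negative log2 fold change, from -3.99 to -0.55 with a median of -1.86. Past an adjusted p of 0.05 in edgeR's quasi-likelihood test were 57 genes lower and 0 higher. This held over all genes tested and also adjusted over the list alone. In 57 genes every library labelled TFAM-OE lay below every control library, against 5% by chance in that direction. Of the 16555 genes kept by filterByExpr, 2602 lay lower in this way. Genes of a list can also move together, so they are not independent trials. As a set, the list was lower by camera with a preset correlation of 0.01, and this held with an estimated correlation (adjusted p = 0.0019 over 8 lists) and with fry (adjusted p = 3.3e-04), both in limma. In a list of 18 genes of nucleic acid sensing, 9 were lower and 1 higher past the same threshold, and 11 lower and 4 higher adjusted over the list alone, with a median of -0.60. That call also held under both tests. In a list of 24 NF-kappaB target genes, 8 were lower and 1 higher (9 and 1 adjusted over the list alone), with a median of -0.23. The call of that set held with fry (adjusted p = 0.033) and did not hold with an estimated correlation (adjusted p = 0.172), both by limma.
The interferon genes were among the genes that fell. IFNB1 (chromosome 9, 21077104 to 21077942, minus strand) went from 4.42 ± 0.779 CPM (SD, n = 3) in the control to 0.227 ± 0.130 CPM (SD, n = 3), a log2 fold change of -4.27 (standard error 0.30, adjusted p = 7.7e-45 by edgeR's quasi-likelihood test on all genes and 7.3e-05 after filterByExpr). IFNL1, IFNL2 and IFNL3, on chromosome 19, had log2 fold changes of -3.87, -3.40 and -3.46. IFNL2 and IFNL3 are near-identical copies whose reads the authors' counting could have split, so their values are uncertain.

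**Figure D3:**
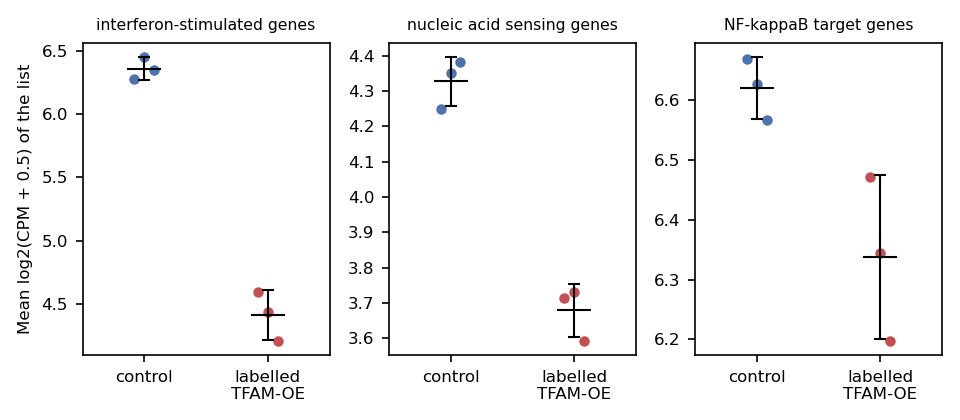
Mean log2(CPM + 0.5) of 3 gene lists in each library. Each dot is a library, and the horizontal marks and error bars are the mean and SD of 3 libraries. The interferon-stimulated genes lie at 6.28 or above in the control libraries and at 4.60 or below in the libraries labelled TFAM-OE.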

Strikingly, the TFAM down-regulated genes were highly enriched in anti-viral GO biological processes, which involved 9 of the top ten enriched processes including cytokine-mediated signaling pathway, type I interferon-mediated signaling pathway, response/defense response to virus, interferon-gamma-mediated signaling pathway, immune response, response to interferon-beta/alpha, and innate immune response (Fig. 1e, lower panel). Consistently, Herpes simplex infection, influenza A, measles, cytokine-cytokine receptor interaction and Toll-like receptor signaling pathway were the top five enriched KEGG pathways by TFAM down-regulated genes, which included three viruses and two viral response pathways. 

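Of the genes that Table S5 lists under these 5 pathways, again chosen by the paper from these libraries, 24 of 25 under Herpes simplex infection, 22 of 23 under influenza A, 23 of 25 under cytokine-cytokine receptor interaction, all 16 under measles and all 14 under Toll-like receptor signaling pathway were called lower in the libraries labelled TFAM-OE. The median log2 fold changes were -1.79, -1.80, -2.27, -1.90 and -1.94 in the same order. IFNB1 has the lowest log2 fold change in 4 of the 5. The pathways share many genes, so the 5 counts are not independent of each other.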

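Of the genes labelled in Fig. 1g, 31 were tested one by one in the fit described above. In the libraries labelled TFAM-OE, 25 were called lower, 0 were called higher and 6 were not called. The median log2 fold change of the 31 genes was -1.78. XAF1 (chromosome 17, 6755447 to 6775647, plus strand) fell from 26.9 ± 4.07 CPM (SD, n = 3) to 2.23 ± 0.727 CPM (SD, n = 3), a log2 fold change of -3.58 (standard error 0.18, adjusted p = 2.5e-84 by edgeR's quasi-likelihood test on all genes and 2.3e-05 after filterByExpr). BST2, CMPK2 and IFI44 had log2 fold changes of -3.35, -3.09 and -2.86. The called genes nearest to the fold change threshold were STAT2 and GBP3, both at -1.02. Of the 6 not called, RNF213 passed the adjusted p threshold with a log2 fold change of -0.77 (adjusted p = 8.6e-09 by edgeR on all genes and 0.031 after filterByExpr). GBP2, TOR3A and AGRN had log2 fold changes of -0.32, 0.28 and 0.17 with adjusted p-values of 0.365, 0.172 and 0.469 by edgeR. GBP6 and NELL2 had mean values under 0.1 CPM in both groups, too few reads to show a difference.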

We noted that most of the interferon-stimulated genes (ISGs) that have previously shown an upregulated expression in Tfam deficient mouse MEF cells [16] demonstrated a marked increase in their expression in the TFAM-overexpressing A549 cells (Fig. 1g). This consistency indicates that TFAM functions in repressing antiviral responses are similar in human and mice.

In order to verify the regulation of TFAM regulated gene expression, 2 upregulated and 5 down-regulated DEGs were randomly selected and tested by RT-qPCR experiment (Fig. 2). The cDNA generated from the control and TFAM-OE transfected cells were used as template. Among these genes, several were classical inflammation and antiviral response genes, CCL5, IL7, IRF7 and TLR3. TFAM-regulated expression of all these 7 genes demonstrated a satisfied consistency by both RNA-seq and RT-qPCR experiments, supporting the reliability of the data of RNA-seq.

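In the RNA-seq libraries, ASIC1, CD14, CCL5, IRF7, TLR3 and IL7 were called in the direction that Fig. 2 shows, and in each the 3 libraries of one group lay above the 3 of the other. ASIC1 (chromosome 12, 50057548 to 50083611, plus strand) rose from 5.47 ± 1.33 CPM to 11.1 ± 1.14 CPM (SD, n = 3 each), a log2 fold change of 1.02 (standard error 0.17, adjusted p = 4.2e-07 by edgeR's quasi-likelihood test on all genes and 0.011 after filterByExpr). CD14 (chromosome 5, 140631728 to 140633700, minus strand) rose from 2.11 ± 0.0568 CPM to 4.56 ± 0.660 CPM, a log2 fold change of 1.11 (standard error 0.21). CCL5 (chromosome 17, 35871491 to 35880793, minus strand) fell from 112 ± 39.2 CPM to 13.8 ± 2.72 CPM, a log2 fold change of -3.01 (standard error 0.14, adjusted p = 1.2e-103 by edgeR on all genes and 1.3e-04 after filterByExpr). Without TFAM-OE replicate 3 the adjusted p of CCL5 was 0.054. IRF7 (chromosome 11, 612553 to 615983, minus strand) fell from 140.0 ± 18.6 CPM to 37.0 ± 13.3 CPM, a log2 fold change of -1.92 (standard error 0.13). TLR3 (chromosome 4, 186068911 to 186088073, plus strand) fell from 5.62 ± 0.638 CPM to 1.62 ± 0.207 CPM, a log2 fold change of -1.79 (standard error 0.21). IL7 (chromosome 8, 78675743 to 78805523, minus strand) was the least abundant, at 0.995 ± 0.114 CPM against 0.308 ± 0.223 CPM, with a log2 fold change of -1.69 (standard error 0.37, adjusted p = 2.3e-04 by edgeR on all genes and 0.037 after filterByExpr). GAPDH, to which the RT-qPCR values were normalized, had a log2 fold change of 0.06 (standard error 0.12, adjusted p = 0.823 by edgeR). The paper counts a further down-regulated gene in Fig. 2, which was not analysed here. The RT-qPCR values themselves were not analysed either.

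**Figure D4:**
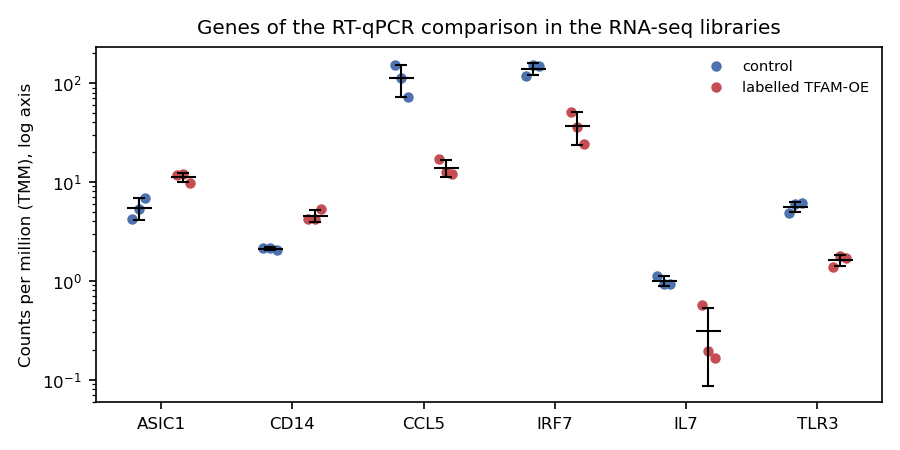
TMM-scaled CPM, on a log axis, of 6 genes of Fig. 2 in the 3 control libraries and the 3 libraries labelled TFAM-OE. Each dot is a library, and the horizontal marks and error bars are the mean and SD. ASIC1 and CD14 are higher and the other 4 genes lower in the libraries labelled TFAM-OE, with no overlap between the groups.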

**Fig. 2:**
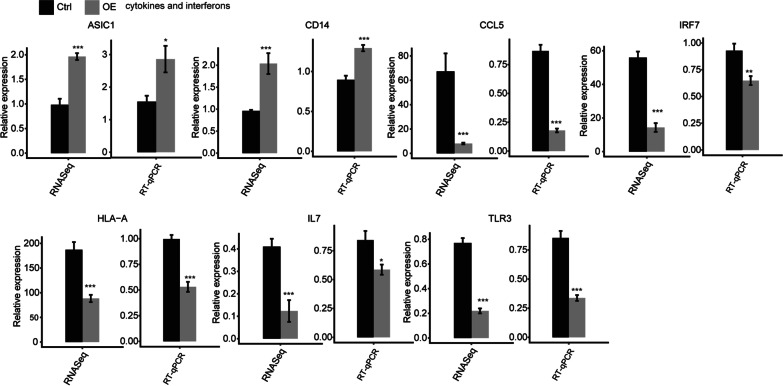
Validation of the TFAM-regulated gene expression in A549 cells. The expression levels of the two upregulated and five representative down-regulated genes were analyzed by RT-qPCR experiment. The quantification results from RNA sequencing data and RT-qPCR were showed in parallel. FPKM values were calculated as that has been explained in Materials and Methods. Error bars represent mean ± SEM. ***p < 0.001

### TFAM regulates thousands of alternative splicing events, particularly repressing exon skipping

The RNA binding capability of TFAM encourages us to propose that TFAM may affect some of the mRNA biogenesis and/or metabolic processes [28–30]. To pursue this possibility, we analyzed the changes in alternative splicing events between the transcriptomes of the control and TFAM-OE A549 cells. The alternative splicing events (ASEs) were classified into nine categories, which includes an intron retention (IR) event, and 8 non-IR (not intron-retention) events including mutually exclusive 3’ UTR (3pMXE), mutually exclusive 5’ UTR (5pMXE), alternative 3’ splice site (A3SS), A3SS&exon skipping (ES), alternative 5’ splice site (A5SS), A5SS&ES, cassette exon, exon skipping (ES).

A total of 87437 ASEs were identified in this study, involving 23810 known ASEs and 61663 novel ASEs (Additional file 7: Table S6). To identify the TFAM-regulated alternative splicing events (RASEs), the changes of the alternative splicing (AS) ratio between TFAM-OE and control transcriptomes were compared. 

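The splicing data used here are the paper's junction reads per event and library in Table S7, as its pipeline ABLas counted them from reads that span splice junctions. The values below come from the first 1461 of the 2232 non-IR events of Table S7, in 1048 genes, and no test of overlap or enrichment was run on them because the rest of the table was not used. The ratio of an event is its alternative junction reads divided by the sum of its alternative and model junction reads. Recomputed from the junction reads, all 8755 ratios were within 0.005 of those the paper lists. In the median event, the library with the fewest junction reads had 112 reads, and 147 events (10.1%) had under 10 reads in at least 1 library. These are read counts without molecular identifiers, so they limit only the counting error. Each event was selected by the paper with a p-value below 0.05 from a test on 3 libraries against 3, for which an exact permutation test cannot go below 0.1. The paper's methods give a false discovery rate of 5% and its results a p-value of 0.05 as the threshold. Of the 1461 listed p-values, 147 (10.1%) were below 0.005 and 161 lay above 0.045, and the smallest was 1.5e-04.

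**Figure D5:**
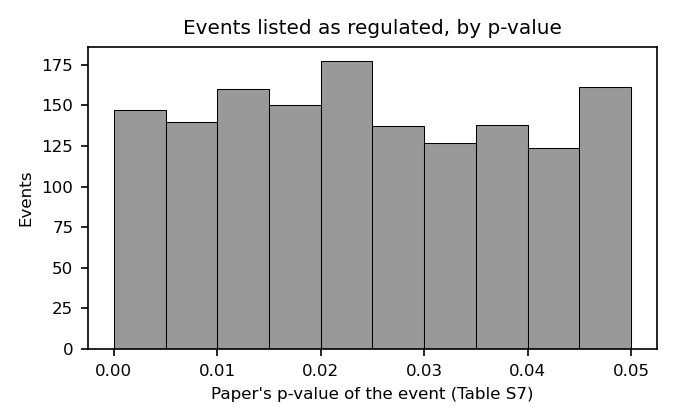
Number of events by the paper's p-value for the 1461 non-IR events used here, in steps of 0.005 up to 0.05. The counts lie between 124 and 177 events per step, with 147 in the lowest.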

By setting a cut-off of *P*-value 0.05, 2563 RASEs were identified, containing 331 IR and 2232 non-IR (NIR) RASEs (Fig. 3a, Additional file 8: Table S7). 

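Of the genes shown in Fig. 3b, the events of AKR1A1 and MECR are among the events used here, and those of ALDH3A1, ALDH3A2 and AKR1B1 were not analysed. In AKR1A1, on the plus strand of chromosome 1 of GRCh38, exon skipping joins 45568177 to 45568927 past a coding exon, and its ratio fell from 0.343 ± 0.0493 to 0.221 ± 0.0480 (SD, n = 3 each). In MECR, on the minus strand of chromosome 1, an alternative 3' splice site at 29220921 was used at a ratio of 0.408 ± 0.0889 in the control and 0.181 ± 0.0382 (SD, n = 3 each), with only 15 to 36 junction reads per library. In both events the groups did not overlap (exact permutation test, two-sided p = 0.1, the smallest possible). The expression of these genes did not pass the threshold, with log2 fold changes of 0.22 for AKR1A1 and 0.28 for MECR and adjusted p-values of 0.366 and 0.325 by edgeR's quasi-likelihood test.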

Several examples of the quantification results of the RASEs using RNA-seq junction reads were shown in Fig. 3b. These RASEs were primarily ES, CassetteExon, A3SS and A5SS (Fig. 3a). 

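Among the 1461 non-IR events used here, 352 were ES, 316 A5SS, 275 A3SS and 228 cassette exon events. The other types were 83 5pMXE, 65 MXE, 60 A5SS&ES, 44 3pMXE and 38 A3SS&ES events. The median absolute difference of the ratio between the groups was 0.0989 over all events, 0.0974 in ES, 0.113 in cassette exon, 0.104 in A3SS and 0.0907 in A5SS events. The median number of junction reads in the library with the fewest was 148 for ES, 128 for cassette exon, 83 for A5SS and 72 for A3SS events. The 3pMXE events were the shallowest, with a median of 57 reads, and 22.7% of them had under 10 reads in a library.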

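The ratio counts the skipping junction in ES events and the inclusion junctions in cassette exon events, so the direction of skipping is opposite in the pair of types. Of the 352 ES events used here, 258 (73.3%) had a lower ratio in the libraries labelled TFAM-OE, that is less skipping, and 94 a higher one. Of the 228 cassette exon events, 114 had a lower ratio and 114 a higher one. Over both types, 372 of 580 events (64.1%) had less skipping and 208 more. Restricted to events with at least 10 junction reads in every library, the ES events were 241 lower and 87 higher and the cassette exon events 99 lower and 108 higher. The ratio was lower in 873 and higher in 588 of all 1461 events, so that lower ratios were in excess in most other types as well, at 57.9% of A5SS, 51.6% of A3SS and 64.6% of MXE events. The events of a table that is selected by p-value in the same libraries are not independent replicates, and no p-value is given for these tallies. From a comparison with the cassette exon events, the paper proposes that TFAM may repress exon skipping by a mechanism that it does not identify.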

We noticed that when compared to the cassette exon events, TFAM overexpression resulted in more ASEs that demonstrated a decreased level of exon skipping. This suggested that TFAM may specifically represses exon skipping in an unknown mechanism.

**Fig. 3:**
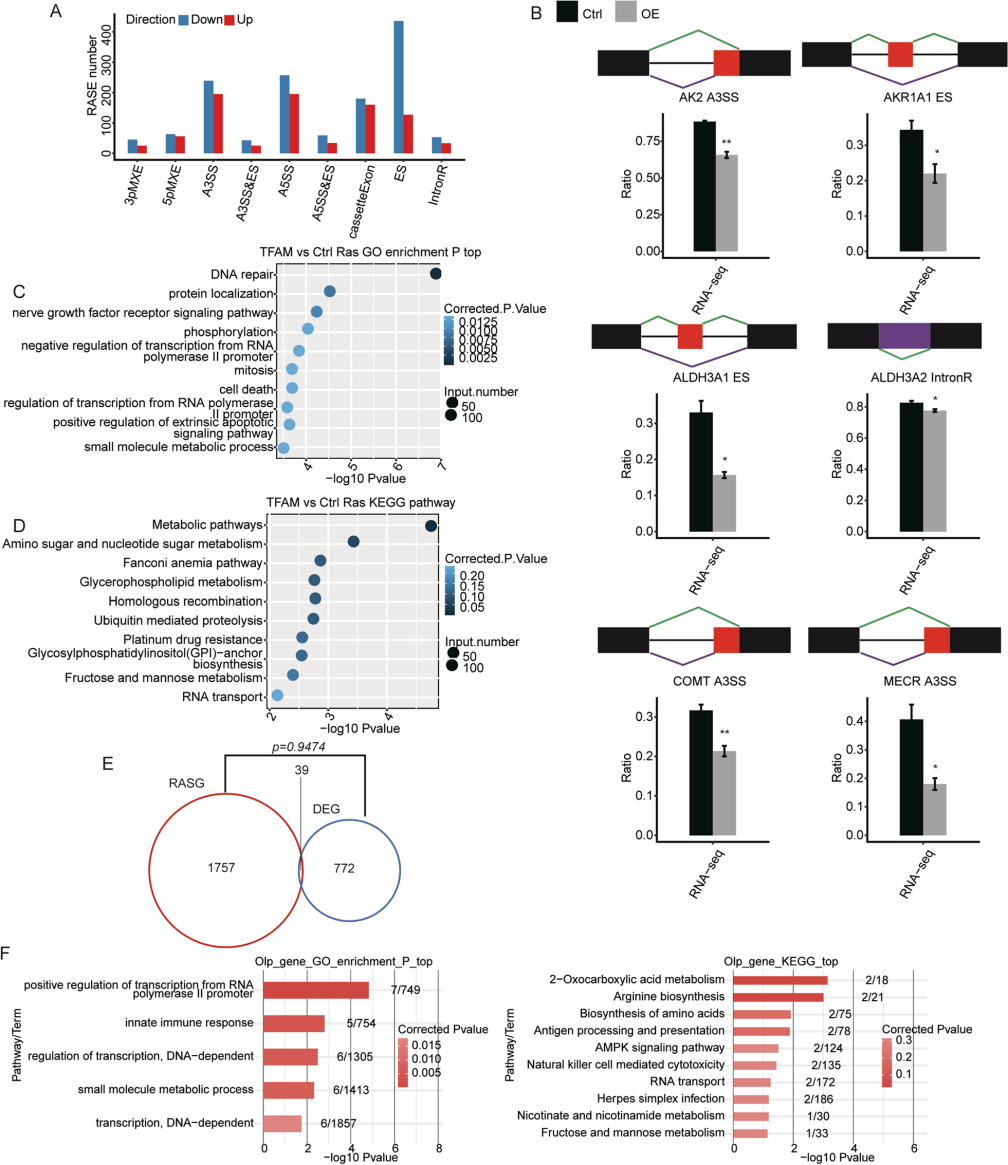
Identification and functional clustering of the TFAM-regulated alternative splicing events. **a** Classification of the TFAM-regulated alternative splicing events (RASEs). **b** Plots of several representative RASEs regulated by TFAM. The schematic diagrams depict the structures of ASEs. Alternative splicing (AS) junctions, purple line; model splicing (Model) junctions, green line. The exon sequences are denoted by boxes and intron sequences by the horizontal line (top panel). RNA-seq quantification validation of ASEs are shown in the bottom panel. Error bars represent mean ± SEM. *p < 0.05, **p < 0.01. The altered ratio of AS events in RNA-seq were calculated using the formula: AS junction reads/(AS junction reads + Model junction reads). Plots of the top 10 GO biological processes (**c**) and KEGG (**d**) enriched by TFAM-regulated RASGs. **e** Venn diagram shows the overlap between the TFAM-regulated DEGs and TFAM-regulated RASGs; at least one TFAM-regulated RASE was present in each RASG. **f** The GO biological processes and KEGG pathways enriched by genes regulated by TFAM at both the transcriptional and alternative splicing levels

### TFAM regulated alternative splicing events are enriched in DNA repair, metabolic pathways and transcriptional regulation

We assessed the potential function of TFAM-regulated alternative splicing by performing GO and KEGG analyses on regulated alternative splicing genes (RASGs). GO analysis showed that TFAM-regulated alternative splicing were mostly enriched in DNA repair pathway, followed by protein localization and nerve growth factor receptor signaling pathway (Fig. 3c). Metabolic pathways were most enriched by TFAM-regulated RASGs in the KEGG analysis results (Fig. 3d). Interestingly, we noticed that regulation and negative regulation of transcription from DNA polymerase II promoter were among the top 10 GO terms enriched by TFAM-regulated RASGs. These results suggested that TFAM may exert some of its biological functions via alternative splicing regulation.

When the 1796 RASGs were overlapped with 811 DEGs, and there were only 39 shared genes, showing no statistical significance (Fig. 3e). We therefore speculated that most of these genes might be regulated by TFAM independently at the transcription and alternative splicing levels. Interestingly, these 39 shared genes were strongly enriched in positive regulation of transcription from RNA polymerase II promoter (GO-biological process (BP)), which included DDIT3, IRF7, CSF3, IFI16, HELZ2, NLRC5, SMARCA4 (Fig. 3f, Additional file 9: Table S8). This indicated that transcription regulation genes may be coordinately regulated by TFAM at the transcription and alternative splicing levels.

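All 7 genes were called lower in the libraries labelled TFAM-OE. DDIT3 (chromosome 12, 57516588 to 57521737, minus strand) fell from 44.0 ± 22.1 CPM (SD, n = 3) to 9.45 ± 2.15 CPM (SD, n = 3), a log2 fold change of -2.22 (standard error 0.15, adjusted p = 2.0e-47 by edgeR's quasi-likelihood test on all genes and 0.0037 after filterByExpr). Its adjusted p was 0.216 without TFAM-OE replicate 1. IFI16 (chromosome 1, 158999968 to 159055155, plus strand) fell from 75.3 ± 4.77 CPM to 16.1 ± 2.86 CPM (SD, n = 3 each), a log2 fold change of -2.22. The log2 fold changes of HELZ2, CSF3, NLRC5 and SMARCA4 were -1.64, -1.32, -1.23 and -1.12, and IRF7 is given above.
The lower expression left few junction reads in some of these events. In NLRC5, exon skipping went from a ratio of 0.391 ± 0.0556 to 0.0993 ± 0.104 (SD, n = 3 each), with 57 alternative junction reads in all control libraries and 4 in all libraries labelled TFAM-OE. In CSF3, exon skipping went from 0.154 ± 0.0172 to 0.0475 ± 0.0440, with 12 alternative junction reads in the control and 2 in the libraries labelled TFAM-OE. The IRF7 exon skipping event went from 0.180 ± 0.0185 to 0.101 ± 0.00762 (414 and 64 alternative junction reads). In DDIT3, an alternative 3' splice site 14 nt from the model site rose from 0.877 ± 0.0253 to 0.937 ± 0.0251. IFI16 has 2 cassette exon events, which went from 0.359 ± 0.00985 to 0.331 ± 0.0138 and from 0.376 ± 0.00724 to 0.347 ± 0.00840. SMARCA4 has an A3SS event with sites 9 nt apart that rose from 0.137 ± 0.0583 to 0.280 ± 0.0538, whose alternative site lacks the canonical bases, and another with sites 3 nt apart that fell from 0.368 ± 0.0208 to 0.115 ± 0.102. The groups did not overlap in any of these events (exact permutation test, two-sided p = 0.1, the smallest possible), and all were selected by the paper for a difference. The HELZ2 event was not analysed here.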

To assess the confidence of the TFAM-regulated ASEs, six RASEs in DNA repair and cell apoptosis were randomly selected for performing RT-qPCR experiments. To enable a more clear comparison, we showed the RNA-seq quantification results, the RNA-seq reads distribution map with the number of the splicing junction reads labeled, and also the RT-qPCR results side by side (Fig. 4 and Additional file 1: Fig. S1). 

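In CD44, on the plus strand of chromosome 11 of GRCh38, an alternative 3' splice site joins the exon end at 35190065 to a coding exon at 35198121 in place of the one at 35211246. Its ratio fell from 0.509 ± 0.0298 (SD, n = 3) in the control to 0.354 ± 0.0366 (SD, n = 3) in the libraries labelled TFAM-OE, with 101 to 250 junction reads per library. In HNRNPH1, on the minus strand of chromosome 5, skipping of an exon between 179614959 and 179616126 fell from 0.224 ± 0.0192 to 0.159 ± 0.0169 (SD, n = 3 each), with at least 1016 junction reads per library. In BRCA1, on the minus strand of chromosome 17, the alternative and model 3' splice sites lie in a coding exon at 43076611 and 43076614, 3 nt apart in the sequence TTCCATTTAAAGCAGTATTAACTTCACA. The ratio of the site that leaves out the 3 nt fell from 0.296 ± 0.0248 to 0.138 ± 0.0470 (SD, n = 3 each), with between 34 and 66 junction reads per library and 3, 5 and 12 alternative reads in the libraries labelled TFAM-OE. In HNRNPR, on the minus strand of chromosome 1, the sites at 23341020 and 23341017 lie in an untranslated exon and are also 3 nt apart, in the sequence AATTTTTTCCAGCAGCATAATAAAATGG. The ratio rose from 0.468 ± 0.0263 to 0.526 ± 0.0234 (SD, n = 3 each). In HNRNPF, on the minus strand of chromosome 10, a 5pMXE event joins the untranslated exon at 43408727 rather than the one at 43397185 to the exon at 43396590, and rose from 0.439 ± 0.0353 to 0.514 ± 0.0311 (SD, n = 3 each). The groups did not overlap in any of the 5 events (exact permutation test, two-sided p = 0.1, the smallest possible). The event of IKBKAP was not analysed here.

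**Figure D6:**
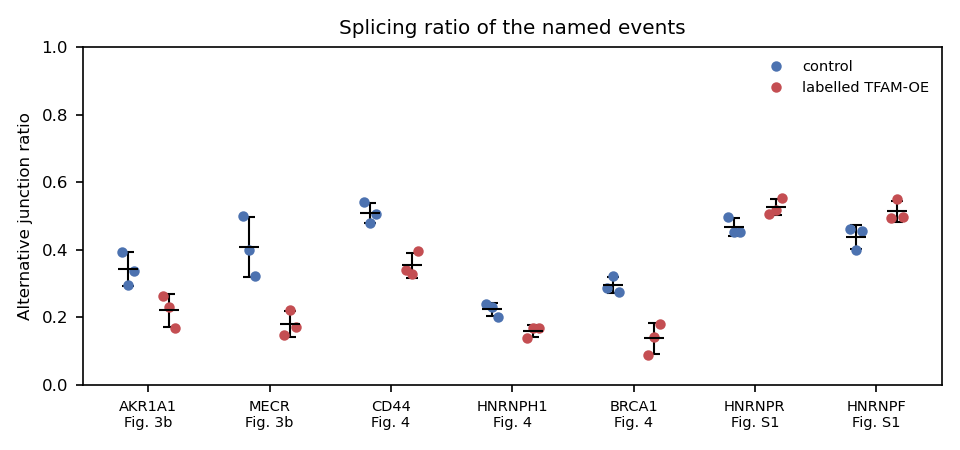
Ratio of alternative junction reads in the 3 control libraries and the 3 libraries labelled TFAM-OE, for the events of Fig. 3b, Fig. 4 and Fig. S1 used here. Each dot is a library, and the horizontal marks and error bars are the mean and SD. The ratio is lower in the libraries labelled TFAM-OE in 5 of the 7 events and higher in HNRNPR and HNRNPF.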

The exon skipping event in Among these tested RASEs, four were statistically consistent with the RNA-seq quantification results, which included CD44, HNRNPH1, BRCA1 and IKBKP, while those in HNRNPF and HNRNPR were not (Fig. 4 and Additional file 1: Fig. S1). 

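The change of the ratio between the groups was -0.154 in CD44, -0.158 in BRCA1 and -0.0649 in HNRNPH1, against 0.0580 in HNRNPR and 0.0753 in HNRNPF. HNRNPF thus changed by slightly more than HNRNPH1, by an amount smaller than the SD between replicates of either event. With the junction reads of the libraries pooled by group, the changes were -0.161, -0.143, -0.0639, 0.0589 and 0.0756 in the same order. The paper's p-values in Table S7 were 0.00669 for CD44, 0.0134 for BRCA1, 0.0165 for HNRNPH1, 0.0486 for HNRNPR and 0.0432 for HNRNPF.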

We noticed that the inconsistency RASEs showed smaller change in the alternative splicing ratios upon the TFAM overexpression.

**Fig. 4:**
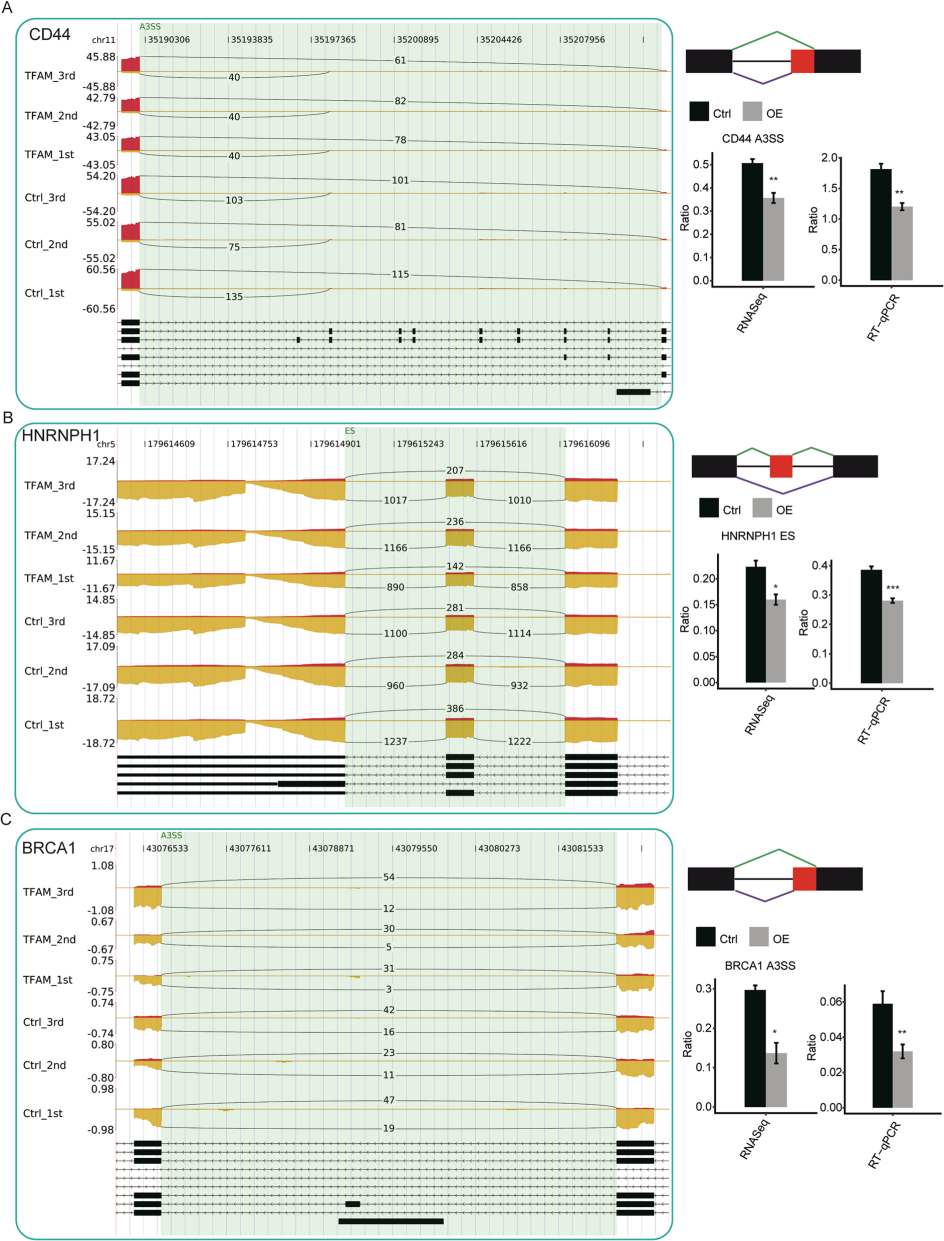
Validation of TFAM-regulated RASEs. The RNA-seq read distribution profiles of the RASEs subjected to RT-qPCR were depicted on the left, with the read density map and the numbers of alternative and model junction reads being shown. The black lines represent the splice junctions composing ASEs. The schematic diagrams depict the structures of ASEs are shown on the right upper panel, which are similar as in Fig. 3B. The results of the RNA-seq and RT-qPCR quantification of the change of the ratio between the alternative and model splicing products are shown on the right lower panel. Error bars represent mean ± SEM. *p < 0.05, **p < 0.01

### TFAM-regulated alternative splicing is strongly linked to its repressed gene expression

Given that the genes containing TFAM-regulated ASEs were significantly enriched in regulation of transcription from DNA polymerase II promoter, we proposed that TFAM may regulate target gene transcription by affecting the alternative splicing of transcription factors. To test this hypothesis, we subjected all the RASE-containing genes to TFBSTools to identify transcription factors (TFs) with known binding motifs, which resulted in 45 such TFs (Additional file 10: Table S9A). A total of 683 transcription factors with their corresponding motif sequences were collected in TFBSTools. We then identified DNA motifs enriched in the promoter regions (1–3 K adjacent to the transcription start sites) of the TFAM-repressed genes and TFAM-promoted genes, demonstrating more consistently predicted motifs in the down-regulated genes than the upregulated genes (Fig. 5a, Additional file 10: Table S9B). We then ran TFBSTools to correspond the DNA binding motifs of TFs whose splicing was regulated by TFAM to the motifs enriched by TFAM-repressed and promoted genes separately. It was shown that the DNA binding motifs 26 of the 45 TFAM-regulated TFs (RASGs) were overlapped with 36 of the 147 motifs present in the promoters of TFAM-repressed genes (Fig. 5b); the overlap was remarkably significant (*P*-value 6.45e−9). 

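Table S9 of the paper lists 45 transcription factors with a regulated splicing event and the motifs matched to them. Counted in that table, 26 of the 45 factors (57.8%, 95% Wilson interval 43.3% to 71.0%) had a motif matched to a motif of the TFAM-repressed genes. Of the 683 transcription factors with motifs that the paper states, 397 (58.1%) are matched in the same table to the motifs of the TFAM-repressed genes, which gives 26.2 factors for a set of 45. An exact one-sided hypergeometric test of 26 or more among 45, with the 683 factors as background, gave p = 0.584. Counted by motif identifier, p was 0.707. The definition of the overlap behind the paper's p-value is not given in the sources used here. The expression of the factors USF2, TEAD2, NFIB and NFE2L1 in the deposited counts changed by log2 fold changes of 0.13, 0.56, -0.13 and -0.08, of which TEAD2 passed the adjusted p threshold (adjusted p = 0.0011 by edgeR's quasi-likelihood test on all genes and 0.033 after filterByExpr, and 0.069 on all genes without control replicate 1). The cassette exon event of USF2 went from a ratio of 0.528 ± 0.0117 to 0.715 ± 0.0258 (SD, n = 3 each, exact permutation test, two-sided p = 0.1).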

One overlapped motif was usually present in many TFAM-repressed genes (Fig. 5c); 36 overlapped motifs were present in 638 of the 642 TFAM-repressed genes. As such, TFAM regulation of alternative splicing events in transcription factors has a potential to regulate the transcription of almost all of the TFAM-repressed genes.

**Fig. 5:**
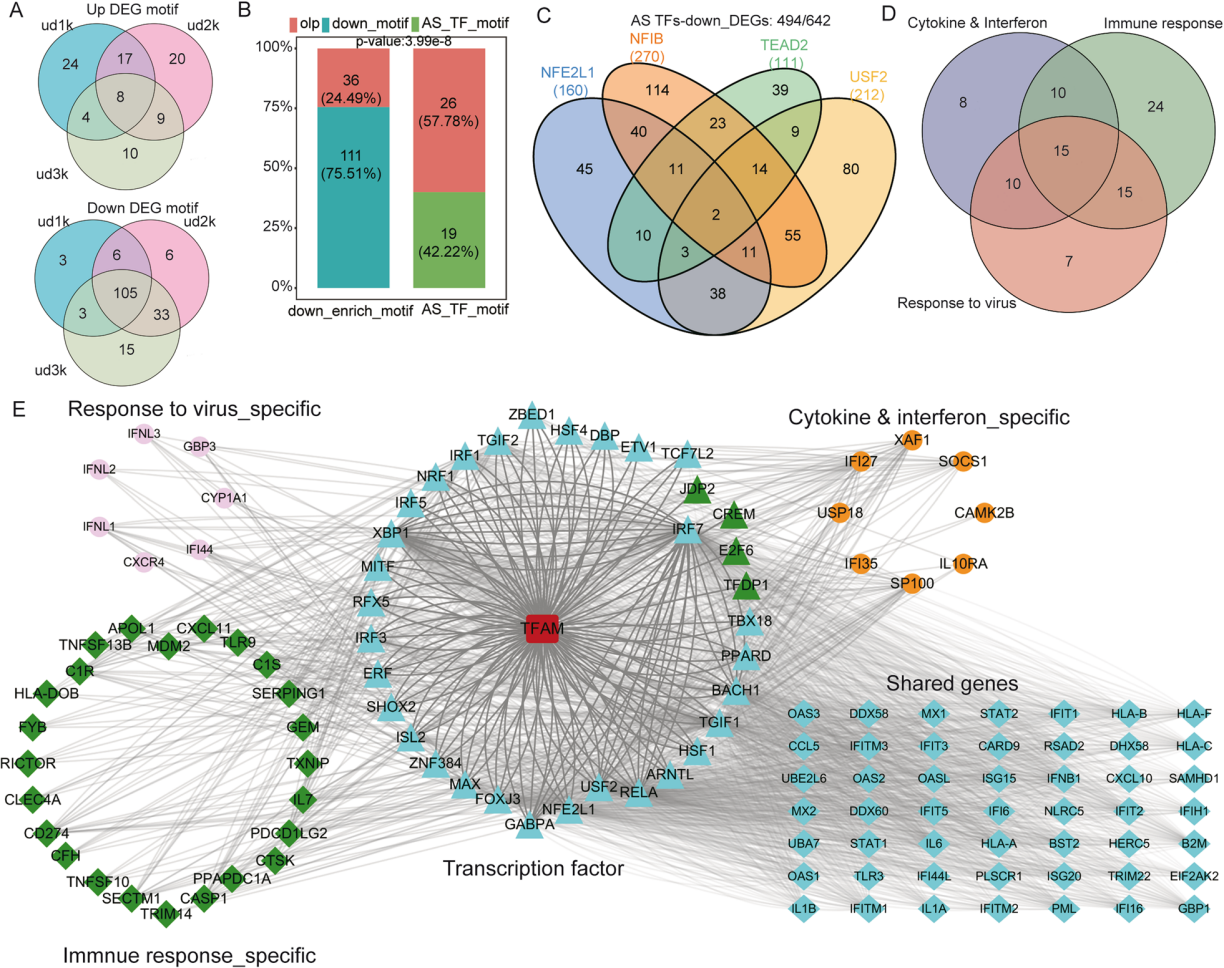
TFAM-regulated alternative splicing of the transcript factors are strongly linked to the TFAM-repressed gene expression. **a** Venn diagram shows the overlap of the DNA motifs enriched in the promoter regions of the TFAM-regulated genes. The overlap was performed among the motifs over-represented in the DNA regions that were 1 K, 2 K, and 3 K upstream and downstream from the transcription start sites. **b** Overlap of the DNA binding motifs of TFAM-regulated TFs (RASGs) with the DNA motifs enriched in the promoter regions of the TFAM-repressed genes (DEGs). **c** Venn diagram shows the overlap among the down-DEGs containing the DNA binding motifs for the top four TFs (NFIB, USF2, TEAD2, and NFE2L1) that were ranked by the number of down-DEGs harboring their DNA binding sites. **d** Overlap of genes that engage multiple functions. **e** Networks between the TFAM-regulated TFs and their targeted down-DEGs involved in the interferon/cytokine-mediated signaling pathways, immune/innate immune response, response/defense response to virus. The down-DEGs were grouped based on whether they are specific to each of the three classes of functions

We further analyzed the Pearson correlation between the TFAM-regulated alternative splicing and TFAM-regulated gene expression. Setting the cutoffs as correlation coefficient ≥ 0.95 and ≥ *P*-value 0.005, we found that the expression change of 602 TFAM-repressed genes were correlated with the alternative splicing ratio change of TFAM-regulated TFs. Among these 602 TFAM-repressed genes, we selected those involved in cytokine-mediated signaling (one GO-BP term), interferon signaling and response (4 GO-BP terms), response/defense response to virus (2 GO-BP terms), immune/innate immune response (2 GO-BP terms) (Fig. 1e, Additional file 1: Fig. S2C). These genes were integrated to three groups, many of which were shared (Fig. 5d). 

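Correlated genes were counted with the 39 splicing events of 27 of the 45 transcription factors that are among the events used here, and with the deposited FPKM values of the 642 genes that Table S4 lists as down-regulated. With an absolute Pearson's r of at least 0.95 and p below 0.005 over the 6 libraries, 463 of the 642 genes were correlated with at least 1 event, in 1999 of 25038 pairs. All pairs were tested, without the restriction to genes with a binding motif of the factor, and negative correlations were counted, so this is not the paper's own count. Both the events and the genes were selected for a difference between the same groups of 3, so a correlation over all 6 libraries can come from the group difference alone. For that reason no r of a single pair is given here. When the libraries were reordered within their groups, which keeps the group difference and breaks the link between single libraries, the 36 orders gave between 228 and 469 correlated genes with a median of 346. The real order was matched or exceeded by 3 of the 36, itself included (exact permutation test, one-sided p = 0.083). With Spearman's correlation the count was 485, against a median of 383 over the 36 orders, and 3 orders gave as many. With log2(FPKM + 0.1) the count was 518, against a median of 454.5, and 4 orders gave as many. From the correlated genes and the shared motifs, the paper proposes that TFAM-regulated alternative splicing of transcription factors may contribute to the lower expression of antiviral response genes.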

The correlation network between these selected TFAM-repressed genes and the corresponding TFAM-regulated TFs was drawn (Fig. 5e). The results further supported that TFAM-regulated alternative splicing may generally contribute to the TFAM-repressed expression of anti-viral response genes.

The connections between TFAM-regulated alternative splicing of transcription factors and TFAM promotion of gene expression were analyzed in parallel (Additional file 10: Table S9), showing a strong overlap between the DNA binding motifs of TFAM regulated TFs and motifs enriched by TFAM-upregulated genes (Additional file 1: Fig. S2A), and most of the TFAM-upregulated genes (transcription) containing DNA binding motifs of TFAM-regulated TFs (alternative splicing) (Additional file 1: Fig. S2B).

## Discussion

In previous reports, TFAM has been largely recognized as a mitochondrial transcription factor that is capable of binding mtDNA, regulating mitochondrial transcription and the mitochondrial DNA maintenance [48, 49]. Consistent with the recently emerging roles of mtDNA as a critical player in stimulating proinflammatory responses [47], reduced expression of Tfam in mouse embryonic fibroblast cells promotes antiviral innate immune response, which is attributed to the increased cytosolic mtDNA levels that engages the DNA sensor cGAS to promote the expression of interferon-stimulated gene (ISG), activate Type I interferon response and increase viral resistance [47]. In this study, overexpression of TFAM in A549 cells resulted in the selective decreased expression of ISGs, which is highly consistent with the results observed in mouse MEF cells. We demonstrated that TFAM overexpression selectively repressed the expression of genes in cytokine-mediated signaling pathway, both type I and type II interferon-mediated signaling pathways, response/defense response to virus, immune/innate immune response. These findings offer more comprehensive information in understanding the TFAM-regulated proinflammatory response in viral defense, and also in inflammation diseases such as asthma.

Asthma is primarily an inflammatory disorder of the airways [50]. TFAM has been reported to be participate in the asthma development by BSM [22], while functions of TFAM in lung epithelial cells unknown. As human lung epithelial cells was the first barrier in airways, A549 cells were used to detect the TFAM regulated transcriptome profile. We demonstrated that TFAM overexpression represses the expression of genes in cytokine-mediated signaling pathway and innate immune response, and toll-like receptor signaling pathway, suggesting that the increased TFAM might protect the lung epithelial cells from inflammation.

Asthma is also a metabolic disorder. Metabolisms of nitric oxide, vitamin D and arginine are deregulated [51–54]. Expression of nitric oxide synthase (iNOS) and arginase (ARG), arginine synthetic enzymes, and mitochondrial respiratory complexes III and IV are higher in asthmatic lung samples when compared with healthy controls [54, 55]. Arginase plays a key role in the pathogenesis of asthma and other pulmonary diseases by regulating L-arginine metabolism and NO homeostasis [56]. 

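Table S5 lists GAMT, PRODH2 and CKMT1A under arginine and proline metabolism and ABHD14A-ACY1 and ACY1 under arginine biosynthesis, and all 5 were called higher in the libraries labelled TFAM-OE. GAMT (chromosome 19, 1397026 to 1401570, minus strand) rose from 14.1 ± 3.09 CPM (SD, n = 3) to 29.1 ± 3.90 CPM (SD, n = 3), a log2 fold change of 1.05 (standard error 0.15, adjusted p = 2.0e-10 by edgeR's quasi-likelihood test on all genes and 0.0077 after filterByExpr). ABHD14A-ACY1 and ACY1 overlap on the plus strand of chromosome 3, from 51974706 to 51989183 and from 51983340 to 51989197, so their reads could be shared and both values are uncertain. Their log2 fold changes were 1.08 and 1.29. CKMT1A, which has a near-identical paralog, was at 0.387 ± 0.0767 CPM against 0.937 ± 0.250 CPM (SD, n = 3 each), with a log2 fold change of 1.29 and an adjusted p of 0.0071 by edgeR on all genes, which was 0.188 without TFAM-OE replicate 2. PRODH2 had 0 reads in each control library and 1, 5 and 8 reads in the libraries labelled TFAM-OE. Its adjusted p of 0.019 by edgeR on all genes was 0.123 without control replicate 1, and filterByExpr removed it.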

We demonstrated that the expression of several genes involved in arginine metabolism and biosynthesis was selectively elevated by TFAM overexpression, suggesting that TFAM may regulates arginine metabolism/biosynthesis. This interplay between TFAM and arginine metabolism may coordinately contribute to the pathology of asthma.

The current studies has been focused on the mitochondrial function of TFAM, it is unclear whether TFAM has any function in nucleus. In light of the recently reported RNA binding activity of TFAM [28–30], we have analyzed the TFAM-regulated transcriptome, leading to the findings that TFAM regulates over 2000 alternative splicing events, and preferentially inhibits the exon skipping events. Moreover, TFAM-regulated ASEs are enriched in regulation of transcription of RNA regulation from RNA polymerase II promoter, which includes key transcription factors regulating inflammation and innate immune responses, such as IRF7, IRF1 and IRF3 [57–60]. Our further studies have revealed that the DNA binding motifs of the TFAM-regulated transcription factors at the alternative splicing level are enriched in the TFAM-regulated DEGs. In fact, most of the TFAM-repressed DEGs harbors at least one DNA binding motif of the TFAM-regulated TFs at the alternative splicing level. As such, we proposed that TFAM regulation of the alternative splicing of TFs in nucleus may also contribute to its repressed expression of antiviral signaling, inflammation and immune response genes.

Among the genes regulated by TFAM at the alternative splicing levels, some have been reported to be associated with asthma. For example. An ALDH3A2 gene mutation was reported in accumulation of leukotriene B4, which is a key molecule and a pro-inflammatory mediator in asthma [61]. ALDH3A1 was reported as a potential biomarker for precise diagnosis of difficult-to-control asthma [62]. The putative association between allergic rhinitis and asthma with AKR1B1 variants was reported [63].

In the future studies, we wish to study how TFAM regulation of the alternative splicing of key transcription factors in nucleus contribute to the TFAM-regulated transcriptional regulation, and how TFAM-regulated transcription and alternative splicing in lung epithelial cells are associated with the bronchial smooth muscle mass increase and inflammation. The function of TFAM as an mtDNA regulator has been studied for many years, the finding of TFAM regulation of nuclear pre-mRNA splicing shall promote a more comprehensive recognition of TFAM regulation in human cells and various diseases.

## Supplementary Information

**Additional file 1**. **Fig. S1.** Validation of TFAM-regulated RASEs. The experiments and presentation of the results are the same as shown in Fig. 4. **Fig. S2.** TFAM-regulated alternative splicing of the transcript factors are linked to the TFAM-regulated gene expression. (**A**) Overlap of the DNA binding motifs of TFAM-regulated TFs (RASGs) with the DNA motifs enriched in the promoter regions of the TFAM-upregulated genes (DEGs). (**B**) Venn diagram shows the overlap among the up-DEGs containing the DNA binding motifs for the top four TFs (NFIB, USF2, TBX18, and E2F6 that were ranked by the number of up-DEGs harboring their DNA binding sites. (**C**) UpSet plot of the overlaps of the TFAM-repressed genes enriched in nine top GO-BP terms. The terms were grouped to four functional groups. The interferon function includes “type I interferon-mediated signaling pathway”, “interferon-gamma-mediated signaling pathway”, “response to interferon-alpha”, and “response to interferon-beta”. The cytokine function includes one term “cytokine-mediated signaling”. The response to virus function includes 2 terms, “response to virus” and “defense response to virus”. The immune function includes “immune response” and “innate immune response”.

**Additional file 2**. Primers of the genes validated by RT-qPCR.

**Additional file 3**. Summary of sample names, description, the RNA-seq sequencing information and mapping results in each sample.

**Additional file 4**. Gene expression level (FPKM).

**Additional file 5**. Differential expression of genes between TFAM-OE and control.

**Additional file 6**. List of GO terms and KEGG pathways enriched by DEGs.

**Additional file 7**. Statistics and classification of known and novel alternative splcing events.

**Additional file 8**. List of RASEs.

**Additional file 9**. The GO enrichment analysis of the genes overlapped by DEG and AS.

**Additional file 10**. The motif analysis.

## Data Availability

The data that support the findings of this study are available from the NCBI repository (GSE162384).

## Abbreviations

TFAM: Mitochondrial transcription factor A
DEGs: Differentially expressed genes
INF: Interferon
ASGs: Alternative splicing genes
ATP: Adenosine triphosphate
PRR: Pattern-recognition receptors
mtDNA: Mitochondrial DNA
ISG: Interferon-stimulated gene
HMG: High mobility group
BSM: Bronchial smooth muscle
DAMP: Damage-associated molecular pattern molecule
BMDM: Bone marrow derived macrophages
ASEs: Alternative splicing events
PCR: Polymerase chain reaction
cDNA: Complementary DNA
RT-qPCR: Reverse-transcription quantitative polymerase chain reaction
GO: Gene ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
FC: Fold change
FDR: False discovery rate
FPKM: Fragments per Kilobase of exon model per Million mapped fragments
MEF: Murine embryonic fibroblast
IR: Intron retention
non-IR: Not intron-retention
3pMXE: Mutually exclusive 3’ UTR
5pMXE: Mutually exclusive 5’ UTR
A3SS: Alternative 3’ splice site
ES: Exon skipping
A5SS: Alternative 5’ splice site
RASEs: Regulated alternative splicing events
AS: Alternative splicing
RASGs: Regulated alternative splicing genes
TFs: Transcription factors
BP: Biological process

# Supplementary material for: Repression of the expression of proinflammatory genes by mitochondrial transcription factor A is linked to its alternative splicing regulation in human lung epithelial cells
**Source:** BMC Immunol. 2021 Dec 7;22:74. doi: 10.1186/s12865-021-00464-2
**Supplement:** Supplementary file 1 — Additional file 1. Fig. S1. Validation of TFAM-regulated RASEs. The experiments and presentation of the results are the same as shown in Fig. 4. Fig. S2. TFAM-regulated alternative splicing of the transcript factors are linked to the TFAM-regulated gene expression. (A) Overlap of the DNA binding motifs of TFAM-regulated TFs (RASGs) with the DNA motifs enriched in the promoter regions of the TFAM-upregulated genes (DEGs). (B) Venn diagram shows the overlap among the up-DEGs containing the DNA binding motifs for the top four TFs (NFIB, USF2, TBX18, and E2F6 that were ranked by the number of up-DEGs harboring their DNA binding sites. (C) UpSet plot of the overlaps of the TFAM-repressed genes enriched in nine top GO-BP terms. The terms were grouped to four functional groups. The interferon function includes “type I interferon-mediated signaling pathway”, “interferon-gamma-mediated signaling pathway”, “response to interferon-alpha”, and “response to interferon-beta”. The cytokine function includes one term “cytokine-mediated signaling”. The response to virus function includes 2 terms, “response to virus” and “defense response to virus”. The immune function includes “immune response” and “innate immune response”.

**Repression of the** **expression of proinflammatory genes by mitochondrial transcription factor A is linked to its alternative splicing regulation in human lung epithelial cells**

Jinsong Luo^1,a,#^, Hong Liu^1,a^, Daniel K. Jun Li^2,3^, Bin Song^2^, Yi Zhang^2^

a. These persons contributed equally to this work.

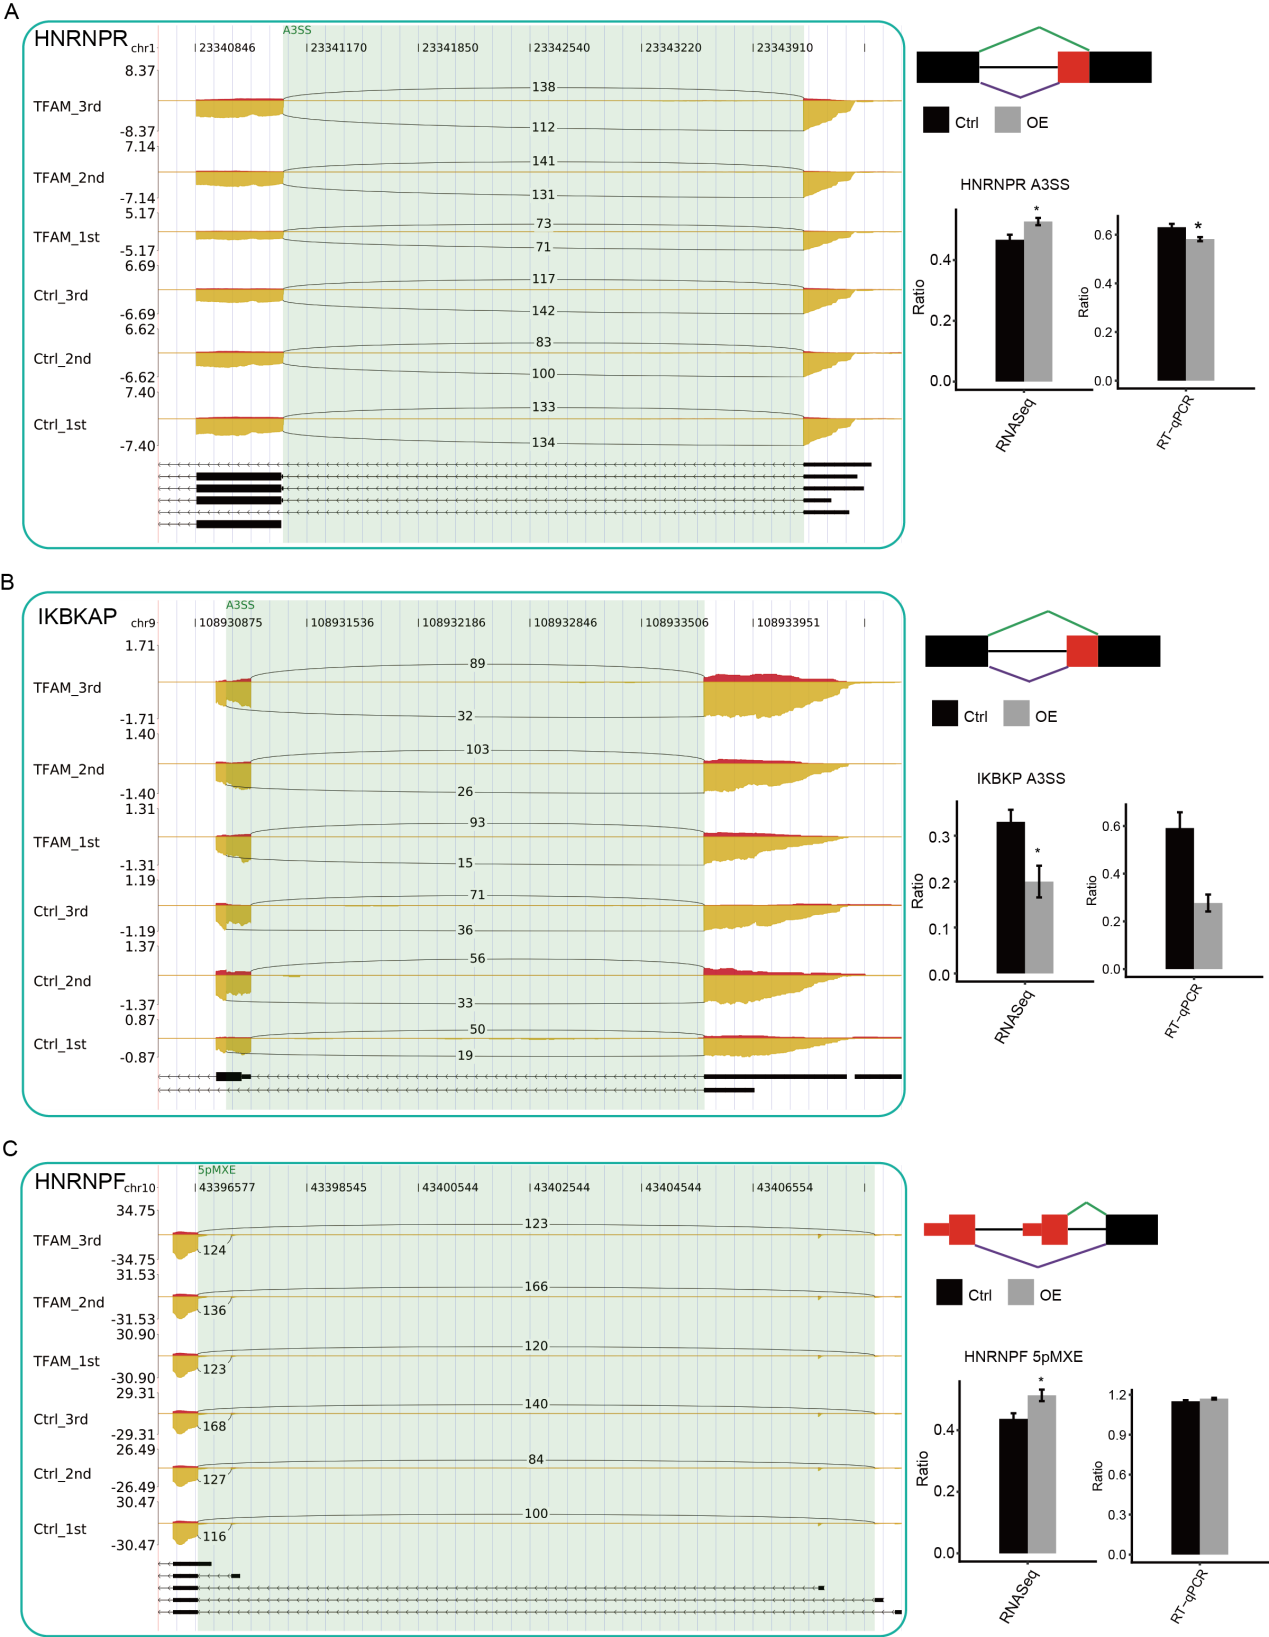

**Supplementary Fig. S1 Validation of TFAM-regulated RASEs.**

The experiments and presentation of the results are the same as shown in Fig. 4.

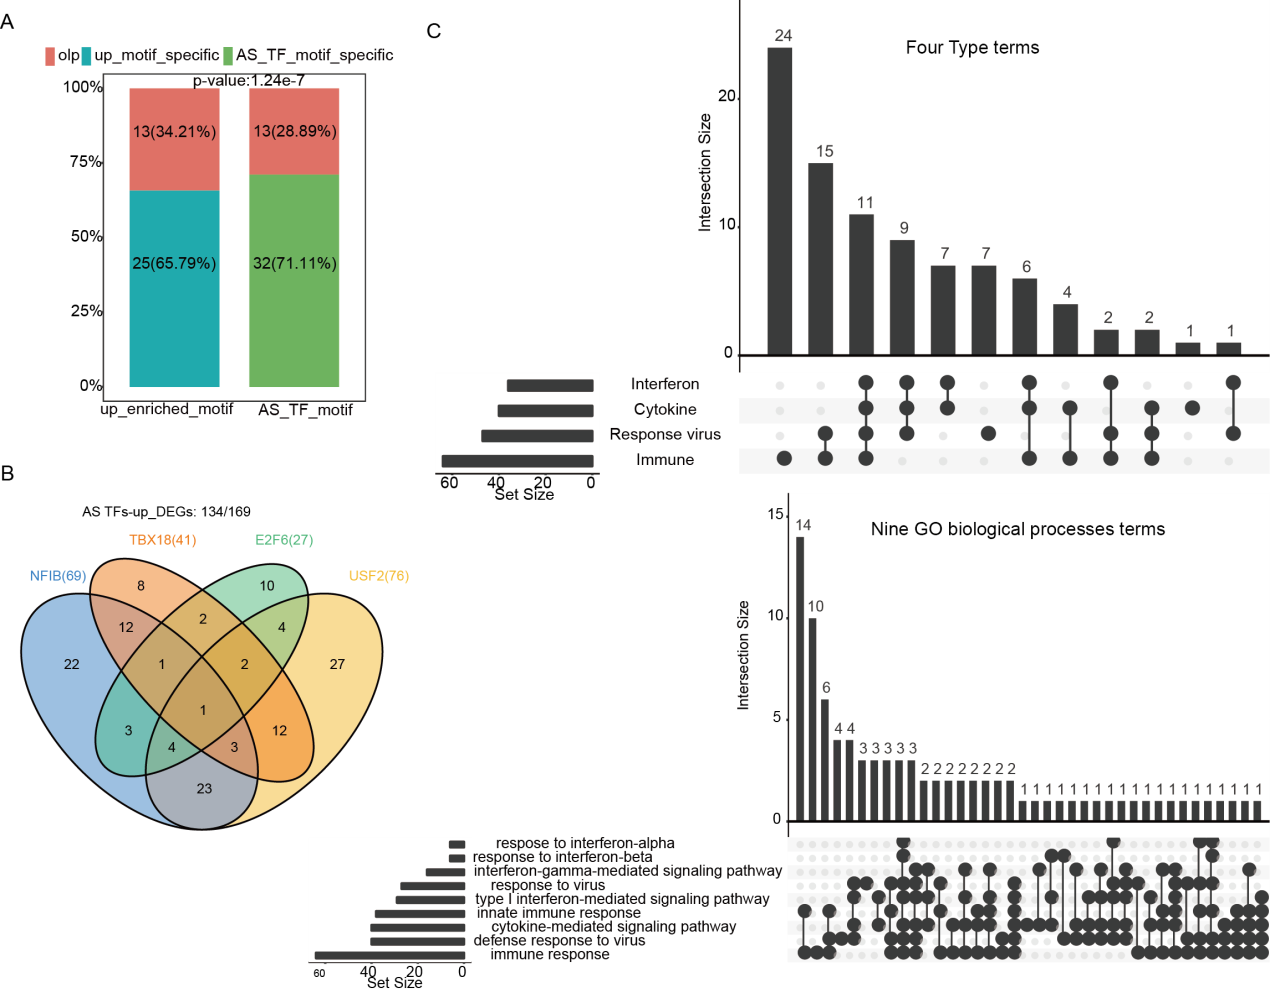

**Supplementary Fig. S2 TFAM-regulated alternative splicing of the transcript factors are linked to the TFAM-regulated gene expression.**

(A) Overlap of the DNA binding motifs of TFAM-regulated TFs (RASGs) with the DNA motifs enriched in the promoter regions of the TFAM-upregulated genes (DEGs). (B) Venn diagram shows the overlap among the up-DEGs containing the DNA binding motifs for the top four TFs (NFIB, USF2, TBX18, and E2F6 that were ranked by the number of up-DEGs harboring their DNA binding sites. (C) UpSet plot of the overlaps of the TFAM-repressed genes enriched in nine top GO-BP terms. The terms were grouped to four functional groups. The interferon function includes “type I interferon-mediated signaling pathway”, “interferon-gamma-mediated signaling pathway”, “response to interferon-alpha”, and “response to interferon-beta”. The cytokine function includes one term “cytokine-mediated signaling”. The response to virus function includes 2 terms, “response to virus” and “defense response to virus”. The immune function includes “immune response” and “innate immune response”.

How the deposited data were processed for this re-analysis (not part of the article)

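RNA of A549 cells was measured in 6 libraries, 3 of cells transfected with the empty plasmid (control) and 3 of cells transfected with FLAG-tagged TFAM. The authors trimmed adaptors and low-quality bases with the FASTX-Toolkit (0.0.13), dropped reads shorter than 16 nt, and aligned the rest to GRCh38 with TopHat2, allowing 4 mismatches. They counted uniquely mapped reads per gene and calculated FPKM. The counting program, the annotation and the use of strand are not given in the sources used here. For each library the authors deposited a raw count of reads and an FPKM value with 2 decimals for each gene. The deposited counts were whole numbers and the order of their sums followed the uniquely mapped reads of Table S2. Unused value columns of the deposited files numbered 0.

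The counts sum to between 26650854 and 37321956 reads per library, with a median of 32430766 in the control and 33579510 in the libraries labelled TFAM-OE. Between 22935 and 24770 genes had at least 1 read in a library, and between 16218 and 16891 had at least 10. The 10 most abundant genes took between 7.51% and 8.52% of the counts. These are counts of reads without molecular identifiers, so they limit only the counting error, and the precision of a difference is set by the 3 cultures per group.

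Libraries were grouped by their labels, with no pairing. All genes with at least 1 read were tested in R (4.3.3) with the quasi-likelihood test of edgeR (4.0.16) after TMM scaling, two-sided, with Benjamini-Hochberg adjustment, and log2 fold changes are the labelled TFAM-OE group over the control. Genes were called at the paper's thresholds, an adjusted p below 0.05 and a fold change of at least 2 or at most 0.5. Means and SDs are of TMM-scaled CPM. FPKM values were used as deposited for the numbers of expressed genes, the correlations between libraries and the clustering, with 0.1 added before logs were taken. Standard errors were taken from the edgeR fit on all genes, in which the spread was common to genes of like abundance. Gene coordinates come from GENCODE version 44, which held 97.2% of the genes, and the splice sites were read from GRCh38 with samtools (1.23.1).

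The genes named were fixed before the deposited files were examined, with the values in the paper's tables already seen. They are every gene the paper names in Fig. 1g, in the text and in the splicing figures, and 6 genes of Fig. 2. Members of the terms that the paper discusses for up-regulated genes, 4 interferon genes and the 13 mitochondrially encoded mRNAs were also named. The rule also names the 5 called genes with the smallest p-values in each direction. These were taken from genes with no overlap between the groups and a mean of at least 50 reads in the higher group. Some genes that this rule names are not reported here. The 8 gene lists were written from general knowledge before the files were examined, with the values in the paper's tables already seen. They were tested as sets with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. These tests are in limma (3.58.1), and their p-values were adjusted over the 8 lists. Counts of list genes are given after adjustment over all genes tested and adjusted over the list alone.

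Splicing was taken from the paper's own tables, as junction reads of the first 1461 of the 2232 non-IR events of Table S7, as event totals in Table S6 and as motif matches in Table S9. Ratios were recomputed from the junction reads in Python (3.11.15) with numpy (2.4.6) and scipy (1.17.1), and compared between the groups with an exact permutation test, two-sided, whose smallest p is 0.1. Of 106 splice sites of the named events, 105 have the canonical bases. Figures were drawn with matplotlib (3.10.9).

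The alternatives set before the files were examined were DESeq2 (1.42.0), edgeR's exact test, limma-voom, limma-trend on FPKM with 0.1 or 1 added, scaling by RLE, by upper quartile or by library size alone, filters on low counts and on FPKM, each library left out in turn, replicate numbers as a block, and the adjusted p threshold alone. The exact test with 2 other dispersion settings and offsets for GC content and transcript length were added after the data were seen. The closing section gives their effect.

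The gene test was tested on simulated data with 200 changed genes, all above a minimum abundance and changed by more than the fold threshold. With every gene that had a read, 9.77% of the calls were false for the quasi-likelihood test, 8.06% for the exact test, 6.28% for DESeq2 and 7% for limma-voom. The list test called the 1 shifted list and 0 of 7 unshifted lists. The count of genes correlated with splicing ratios was first tested on simulated data with a large group difference and 25 events, where it could not tell 600 genes that shared only the group difference (589 correlated, against a median of 587 over the reordered libraries) from a set in which 200 genes were tied to a ratio (595, against 593). A second simulation with a small group difference and 4 events, chosen after the first had failed, told them apart (17 against 18, and 212 against 13.5).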

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

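The tests on scaling, left-out libraries and other splits for the mitochondrial mRNAs, and on other splits for the cell cycle genes, were set before the result was seen. The test on the nuclear copy, the offsets for GC content and length, and the tests on scaling and left-out libraries for the cell cycle genes were chosen after it was seen.

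The 13 mitochondrially encoded mRNAs, which the paper does not discuss, were higher in the libraries labelled TFAM-OE than in the control, with a median log2 fold change of 0.50. In all 13, every library labelled TFAM-OE lay above every control library, against 5% of genes by chance in that direction. Of the 16555 genes kept by filterByExpr, 2630 lay higher in this way. The 13 mRNAs can also move together, so they are not independent trials. In edgeR's test, 9 of the 13 passed an adjusted p of 0.05 over all genes and 12 adjusted over the list alone, and 7 passed after filterByExpr. The camera call of the set held with fry (adjusted p = 0.0034) and, narrowly, with an estimated correlation (adjusted p = 0.0499), both by limma. Only MT-CO3 passed the fold change threshold as well, at a log2 fold change of 1.06. These mRNAs took between 2.09% and 2.21% of the counts in the control libraries and between 2.76% and 3.09% in the others.

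Several technical explanations are argued against by the tables. The lowest median under the 3 other scalings was 0.47, the median with offsets for GC content and length was 0.51, and the lowest median with 1 library left out was 0.45. Reads moved from nuclear copies to the mitochondrial genes would lower the copies, whereas MTATP6P1 had a log2 fold change of 0.85 (standard error 0.12, adjusted p = 6.2e-11 by edgeR). Reads of MT-CO3, MT-ATP6 and MT-ATP8 can be shared with that copy, so the sizes of their changes are uncertain. The splits alone do not exclude chance, because 1 of 10, the real one, gave as large a median, and 10 splits never give a smaller share. A biological explanation that the design names, an effect of TFAM on mitochondrial transcription or genome number, remains a hypothesis that was not tested, and the TFAM mRNA itself was not higher in these libraries. The nuclear-encoded respiratory chain genes had a median of only 0.11.

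The 25 cell cycle genes were also flagged as a signal in genes that the paper does not discuss, above the control, with a median log2 fold change of 0.41. All 25 had positive values. In 19 the groups did not overlap, against 10% by chance and 31.6% of the genes kept by filterByExpr. An adjusted p of 0.05 in edgeR's test over all genes was passed by 15 (22 adjusted over the list alone). As a set the camera call held with fry (adjusted p = 0.012) and did not hold with an estimated correlation (adjusted p = 0.081 by limma), so the genes may have moved together for a common reason that 3 cultures do not average out. The lowest median was 0.38 under the 3 other scalings, 0.40 with offsets for GC content and length, and 0.31 with 1 library left out, which argue against these as the whole cause. Chance stays open, with 1 of 10 splits giving as large a median. A difference in cell density or growth between the cultures, caused by TFAM or by handling, was not tested.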

How the results depend on the processing

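The settings named here were set before the data were examined, except the exact test with other dispersions and the offsets for GC content and length, which were chosen after seeing the data. Of 96 named genes, 70 passed the adjusted p threshold in the reported fit, and all 70 kept their sign in each of the 23 settings that gave a value. Of these, 40 stayed past it in every setting. The difference between the groups kept its sign in the 22 splicing events when junction reads were pooled by group and when each library was left out, and no threshold was tested there.

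The number of genes called lower, 528 as reported, was 335 with DESeq2, 190 and 91 with limma-trend on FPKM with 0.1 and 1 added, 340 after filterByExpr, 235 among genes with FPKM above 1, and 1485 with the adjusted p threshold alone. With 1 library left out it lay between 324 and 618. The number called higher, 129 as reported, was 75 with DESeq2, 81 with limma-voom, and 31 and 9 with limma-trend on FPKM. It was 74 with scaling by library size, 74 after filterByExpr, 43 among genes with FPKM above 1, and 79 with filterByExpr and DESeq2. Offsets for GC content and length were fitted on 16342 of the genes kept by filterByExpr. With them 61 were called higher and 388 lower, against 74 and 340 after filterByExpr alone. In these genes the log2 fold change correlated with GC content (Spearman's correlation 0.25) and with length (-0.12). With the adjusted p threshold alone the number called higher was 1034. With 1 library left out it lay between 70 and 160. The total, 657 as reported, was 410, 221, 100, 414, 278 and 2519 with DESeq2, the 2 FPKM settings, filterByExpr, FPKM above 1 and the adjusted p alone, and between 394 and 778 with 1 library left out. A threshold on p alone calls more genes by its construction, and the filters test fewer genes. However, filterByExpr removed 116 of the 657 called genes, which does not account for the whole fall to 414. With that filter the spread was also fitted gene by gene, and the share of the fall due to this was not tested. For the other settings the cause was not tested. More genes were called lower than higher in every setting.

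The replicate numbers could stand for cultures handled together. With the replicate number as a block, 395 genes were called lower and 83 higher, and with filterByExpr as well, 217 and 38, or 255 in all. The block spends 2 degrees of freedom, so fewer calls do not show smaller effects. Deviations from the group mean of libraries with the same number correlated at -0.30, 0.04 and -0.36 for replicates 1, 2 and 3. Over the genes kept by filterByExpr, the numbers thus gave no sign of pairing. With 3 libraries per group this cannot exclude that cultures were handled together. The median of the integrated stress response genes was -0.15 with the block and -0.16 with block and filterByExpr, and both passed the camera threshold.

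Among the gene lists, 4 sets called by camera were no longer called with an estimated correlation, the cell cycle genes (median log2 fold change 0.41), the NF-kappaB targets (-0.23), the p53 targets (-0.32) and the nuclear-encoded respiratory chain genes (0.11). The last set was also not called with fry (0.11), and not without TFAM-OE replicate 1 (0.052). Its median lay between 0.052 and 0.19 with 1 library left out. The integrated stress response genes were not called as reported and were called with scaling by library size (-0.18), without control replicate 1 (-0.080) and without control replicate 3 (-0.16). Their median lay between -0.16 and -0.035 over all settings with 1 library left out. The cause was not tested.

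The number of expressed genes was 19294 when every library had to pass and 17960 with at least 10 reads, both stricter by construction. The gap between correlations within and between groups, 0.0216 as reported, was 0.00393 and 0.00444 on log2 scales, 0.00487 by rank, 0.0262 without the 10 highest genes and between 0.0160 and 0.0264 with 1 library left out.

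Values changed sign in 8 named genes, none of which was called in any of these. With 1 library left out, the log2 fold changes ranged from -0.039 to 0.18 for GAPDH, -0.13 to 1.84 for NELL2, -0.19 to 0.034 for HNRNPH1, -0.20 to 0.068 for HNRNPR, -0.35 to 0.088 for NFIB, -0.21 to 0.025 for NFE2L1, -0.10 to 0.40 for BRCA1 and -0.072 to 0.24 for IKBKAP. With offsets for GC content and length they were 0.079 for HNRNPH1, 0.12 for HNRNPR, 0.0054 for NFIB and -0.038 for GAPDH. The cause was not tested.

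Depth limits the genes with few reads. Of the 657 called genes, 58 had a mean under 10 reads and 116 were removed by filterByExpr. MT-CO1 and MT-CO2 were no longer past an adjusted p of 0.05 after filterByExpr (0.068 and 0.054 by edgeR).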

Differences from the paper's values

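The paper gives p = 6.45e-09 for the overlap between the motifs of transcription factors with altered splicing and those of the TFAM-repressed genes, and about 7.4 on the scale of minus log10 of p in Fig. 5b, read by eye. The exact one-sided hypergeometric test on Table S9 gave p = 0.584, which is 0.234 on that scale. With motif identifiers in place of the matched factors, which mixes units, it gave 0.707, and by gene symbol in both lists 0.340. None of these reaches the paper's value, and no alternative for this test was set before the data were examined. The paper's definition of the overlap is not given in the sources used here, so the test may not be the same one.

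The paper reports 2232 non-IR events in Table S7, and 1461 were used here. This reflects only the part of the table that was used, and no alternative applies.

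The numbers of called genes were within 1.5 times the paper's in the reported fit, with 528 against the paper's 642 lower and 129 against the paper's 169 higher. Under the alternatives set before the data were examined, the total was also within that factor of the paper's 811 with the exact test (578), RLE (653), upper quartile (620), filterByExpr with the exact test (542), and without control replicates 2 and 3 and TFAM-OE replicates 1 and 3. It was further away with DESeq2, limma-voom, limma-trend, library size, filterByExpr alone or with DESeq2, FPKM above 1, the replicate block, the adjusted p alone, and without control replicate 1 or TFAM-OE replicate 2. The exact test with a single common dispersion, chosen after seeing the values, called 642 lower and 169 higher, with the p-values of all 811 genes of Table S4 within 1%, and it drops 0 of the paper's called genes. It was 1 of 3 dispersion settings tried. On simulated data, 23.9% of its calls were false.

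The paper includes PCDHA2 among the up-regulated genes of nervous system development, and its adjusted p was 0.091 in the reported edgeR fit. Among 31 genes of Fig. 1g, 25 were called lower and none was called higher in edgeR's test, whereas the sentence on these genes speaks of increased expression, and the figure itself shows a decrease.

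The number of genes with FPKM above 1 in at least 1 library was 12778 against the paper's 12158. With FPKM above 0 it was 29656, more than the paper gives, and control replicate 1 alone had 24592. The sum over all events in Table S6 was 85473 against the paper's 87437, and 463 genes were correlated with a splicing ratio in the part used here against the paper's 602.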

Other observations

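The tests of TFAM mRNA, of other splits for the called genes, of control replicate 1, of the response to transfection, of unspliced RNA, of the splicing p-values and directions and of the motifs, and the offsets for GC content and length, were chosen after the result was seen, and the other tests were set before.

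TFAM mRNA was not higher in the libraries labelled TFAM-OE, with a log2 fold change of 0.090. Exchanged labels of whole groups stay open, since 0.090 lies within its spread of 0 and would be seen under either labelling if the reads of the plasmid were not counted. Single libraries exchanged between the groups would leave partners out of place, and 0 libraries had a mean of the interferon-stimulated genes within the range of the other group. Too few reads are not the reason, since the upper limit of the 95% interval of the fold change was 1.26. Reads of the plasmid's TFAM were not counted on the processed pseudogene TFAMP1, which had 1 read over all libraries. Reads of the plasmid's TFAM dropped as mapped to several places stay open, as the dropped reads were not examined. The multiply mapped share was 11.7%, 8.76% and 4.14% in the libraries labelled TFAM-OE 1, 2 and 3, and 5.83%, 5.53% and 7.46% in the control libraries. The loss of the plasmid by the time of harvest and a mix-up before sequencing also stay open and were not tested.

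The real grouping gave the most called genes, in 1 of 10 splits with as many, where the other splits gave between 0 and 3. For the lists, 1 of 10 splits gave as large a median for the interferon-stimulated, nucleic acid sensing, NF-kappaB target and p53 target genes, 3 of 10 for the integrated stress response genes and 5 of 10 for the nuclear-encoded respiratory chain genes. Chance cannot be told apart by these counts alone, because 10 splits never give a share below 1 in 10.

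For the interferon-stimulated genes, 57 genes were still lower past an adjusted p of 0.05 in edgeR's test without control replicate 1, and the median with offsets for GC content and length was -1.83, which argue against 1 control library and against GC content or length as the cause. A different strength of the response to transfection cannot be told apart from an effect of TFAM. IFNB1 itself fell, with a log2 fold change of -4.27, and cultures without transfection were not analysed here. The lower values may thus reflect less interferon made in response to the plasmid, or less of its effect.

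Of called genes, 82.2% were lower without control replicate 1, so that this library alone is not the cause of the excess of lower calls. It had the most detected genes, and still had 24203 after thinning to the depth of the shallowest library, which argues against depth as the cause. Genomic DNA or unspliced RNA stays open, with 51.7% spliced reads in control replicate 1 against between 51.5% and 53.8% in the libraries labelled TFAM-OE.

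Of the listed splicing p-values, 10.1% were below 0.005, where p-values spread evenly below 0.05 would give 10%. Events that pass 0.05 by chance would show such an even spread. Chance that acts on every event independently of the others, with either direction as likely, is argued against by the direction of the events, since with 1 event per gene 59.0% of 1048 had a lower ratio (95% Wilson interval 56.0% to 61.9%), and of all events 873 were lower and 588 higher. Events passing 0.05 by chance cannot be told apart from an effect where a difference common to many events of the same 6 libraries moves them together, nor for part of the events.

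Among the 45 transcription factors with altered splicing, 26 had a motif of the repressed genes, and 26.2 are given by the share of the 683, so that no excess over transcription factors at large was seen (exact one-sided hypergeometric test, p = 0.584, and 0.707 and 0.340 by the other counts). Motifs matched slightly more often cannot be told apart from no excess with 45 factors, for which the 95% Wilson interval of the share ran from 43.3% to 71.0%. The number of repressed genes correlated with a splicing ratio was reached in 3 of 36 orders of the libraries within groups, and the group difference alone cannot be told apart from a link between single libraries. The simulated test with a large group difference did not tell the 2 apart.

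The 24 p53 target genes had a median log2 fold change of -0.32, with 11 lower and 1 higher past an adjusted p of 0.05 in edgeR's test (13 and 1 adjusted over the list alone). The 22 integrated stress response genes had a median of -0.15, with 5 lower and 4 higher (7 and 7 adjusted over the list alone). The 53 nuclear-encoded respiratory chain genes had a median of 0.11, with 2 higher and 0 lower.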
